# A novel mouse model demonstrates that oncogenic melanocyte stem cells engender melanoma resembling human disease

**DOI:** 10.1038/s41467-019-12733-1

**Published:** 2019-11-04

**Authors:** Qi Sun, Wendy Lee, Yasuaki Mohri, Makoto Takeo, Chae Ho Lim, Xiaowei Xu, Peggy Myung, Radhika P. Atit, M. Mark Taketo, Rana S. Moubarak, Markus Schober, Iman Osman, Denise L. Gay, Dieter Saur, Emi K. Nishimura, Mayumi Ito

**Keywords:** Cancer models, Melanoma, Tumour heterogeneity, Skin stem cells

## Abstract

Melanoma, the deadliest skin cancer, remains largely incurable at advanced stages. Currently, there is a lack of animal models that resemble human melanoma initiation and progression. Recent studies using a *Tyr-CreER* driven mouse model have drawn contradictory conclusions about the potential of melanocyte stem cells (McSCs) to form melanoma. Here, we employ a *c-Kit-CreER*-driven model that specifically targets McSCs to show that oncogenic McSCs are a bona fide source of melanoma that expand in the niche, and then establish epidermal melanomas that invade into the underlying dermis. Further, normal Wnt and Endothelin niche signals during hair anagen onset are hijacked to promote McSC malignant transformation during melanoma induction. Finally, molecular profiling reveals strong resemblance of murine McSC-derived melanoma to human melanoma in heterogeneity and gene signatures. These findings provide experimental validation of the human melanoma progression model and key insights into the transformation and heterogeneity of McSC-derived melanoma.

## Abstract (web summary)

Currently, few mouse models exist to recapitulate human melanomagenesis. Here, the authors establish a c-Kit-CreER-driven model to target melanocyte stem cells (McSCs) and show that oncogenic McSCs give rise to epidermal melanoma that invade into the dermis, similar to human melanoma.

## Introduction

Melanoma is the deadliest form of skin cancer. The current model of human melanoma progression proposes that melanomas first arise in skin epidermis during the radial growth phase, and then invade into the dermis for continued expansion during the vertical growth phase^1^. In this latter phase, melanoma cells can establish a heterogeneous tumor composed of subpopulations with distinct proliferative, biochemical and metastatic signatures^2^. Prognosis of melanoma becomes significantly worse once the vertical growth phase is initiated, and subsequent tumor heterogeneity makes the design of effective therapeutic approaches, particularly targeted therapies, increasingly difficult^3,4^. Therefore, it is important to understand the earliest events in melanoma initiation and progression to develop strategies for early detection and intervention. Mice serve as the primary pre-clinical models in cancer research. However, to date, the validity of mouse models in studying melanoma has been questioned due to the fact that mouse melanoma arises in the dermis, while human melanoma arises specifically in the epidermis.

The capacity of melanocyte stem cells (McSCs) to create melanomas remains controversial^5,6^. To date, the study of Moon and co-workers has demonstrated the potential of hair follicle McSCs to form tumors in the well-known *Tyr-CreER; Braf*^*CA/+*^ *(Braf* ^*V600E/+*^*); Pten* ^*fl/fl*^ (Tyr-CreER:Braf:Pten) murine melanoma model^5,7^, whereas the study by Kohler et al.^6^, using the same mouse, demonstrated their lack of tumor-forming capacity. Because *Tyr-CreER* can target both McSCs located in the hair follicle and melanocytes (Mcs) in the dermis^8,9^ and melanoma forms primarily in the dermis of these mice^7^, it has proven difficult to conclusively establish the origin of melanoma using this model. Another melanoma mouse model, constitutively expressing hepatocyte growth factor/scatter factor (HGF/SF) for the migration of melanocytes to the epidermis, develops melanoma at the dermo-epidermal junction upon ultraviolet (UV) irradiation^10–13^. Although this model is thought to share more histopathologic features with human melanoma, it also cannot distinguish between epidermal and dermal melanocytes as a source for melanoma formation. Investigation for a putative vertical growth phase from epidermal melanoma in mouse melanoma studies has also been stymied using these models.

A major difficulty in the treatment of melanoma derives from the multiple levels of heterogeneity of this disease^14^. Complex phenotypic heterogeneity even within a single melanoma is common, in part because melanoma cells can dynamically and reversibly switch between differentiated and undifferentiated states, exhibiting distinct proliferative, invasive and tumor-initiating characteristics^15–18^. Without a precise understanding of the cell of origin, it remains impossible to delineate how a defined population of normal cells can initiate a transformation process that ultimately gives rise to a heterogeneous tumor. It has long been proposed that cancer cells can recapitulate embryogenesis, thus differentiated cells may acquire the multipotency of their embryonic ancestors to create heterogeneous tumors^19^. Without understanding a cellular origin of a particular melanoma, it remains impossible to test if and how this occurs after normal melanocytes acquire oncogenic mutations.

While oncogene activation and tumor-suppressor gene inactivation are thought to be the main driving events for the transformation of normal somatic cells into malignant tumor cells, the microenvironment has also been considered an active player in tumor initiation and niche signals have been shown to influence transformation in other types of cancer. For example, Wnt signal activation, driven by paracrine ligands, are required for maintenance and renewal of intestinal stem cells, but also promote their transformation during tumorigenesis^20,21^. Notch signaling, required for the proper renewal and differentiation of intestinal epithelium, is also a requisite for intestinal cancer initiation^22–24^. However, potential regenerative niche signals that synergize with oncogenic mutations to promote the transformation of normal melanocytes into melanoma remain unknown.

In this study, we generate a *c-Kit* promoter-driven model for melanoma induction^25^. We show *c-Kit* expression defines McSCs in the hair follicle (HF) and *c-Kit*^+^ follicular McSCs give rise to epidermal melanoma upon combined oncogenic Braf^V600E^ induction and Pten loss with response to normal niche signals for anagen onset. Using this model, we also clearly demonstrate that epidermal McSC-derived oncogenic Mcs invade the underlying dermis in a vertical growth phase to establish a heterogeneous melanoma remarkably similar to human melanoma.

## Results

### The *c-Kit* promoter defines follicular McSCs

To test the ability of the *c-Kit* promoter to target McSCs from the hair follicles away from the dermal melanocytes in the skin, we generated *c-Kit-CreER; R26R-mTmG* (c-Kit-CreER: R26R-GFP) mice in which membrane-bound GFP is expressed by *c-Kit*^+^ cells and their progeny following tamoxifen (TAM) treatment^26^. 7-week old mice were injected with TAM for 3 days, during a period when hair follicles in the back skin are in telogen phase and only harbor McSCs^27,28^ (Fig. 1a). McSCs are defined as dopachrome tautomerase (Dct)^+^ cells in the bulge/secondary hair germ (sHG) of the telogen hair follicle^27,28^. C-Kit and Sox10 have also been reported as McSC markers^29–31^. Immunohistochemistry revealed GFP expression in about 70% Dct^+^ McSCs in the bulge/sHG niche of the HF (Fig. 1b, c). These labeled cells persisted for >1 year ( >500 days) and were able to give rise to mature melanocytes (Supplementary Fig. 1a–c), verifying the ability of the *c-Kit* promoter to target long-lived McSCs. Immunohistochemistry revealed that GFP^+^ cells in the HF also expressed c-Kit and Sox10 (Fig. 1b). Although GFP expression was also occasionally detected in the dermis, none of the GFP^+^ dermal cells expressed melanocyte and/or melanoma markers, including Sox10, S100b, and Nestin (Fig. 1b, d, e)^32–34^. Rarely, GFP^+^CD45^+^ cells were observed in the interfollicular epidermis and dermis, consistent with the known expression of *c-Kit* in cells of hematopoietic lineage, however, the work of others has shown that this *c-Kit-CreER* line is not suitable for targeting hematopoietic stem cells (HSCs) because of low expression (Supplementary Fig. 1d, e)^35,36^. GFP expression was also occasionally detected in Keratin14 + keratinocytes in the interfollicular epidermis (Supplementary Fig. 1e). None of the GFP^+^ epidermal cells expressed Dct, consistent with the previous observations that epidermal melanocytes do not reside in the back skin of mice^28^. To further confirm that *c-Kit-CreER* does not target dermal melanocytes, we crossed *c-Kit-CreER; R26R-Tomato* reporter mice to *Dct-rtTA; tetO-H2B-GFP* mice, to GFP tag *Dct*^+^ cells upon doxycycline treatment (Fig. 1f)^37^. As expected, we observed no Tomato^+^GFP^+^ cells in the dermis of these mice (Fig. 1g, h), confirming that the *c-Kit* promoter targets only follicular McSCs.

**Fig. 1:**
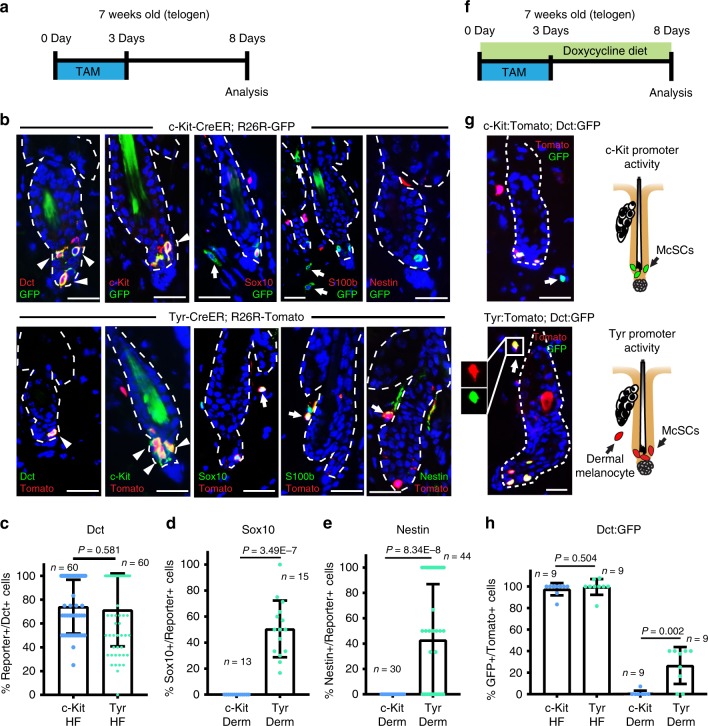
*C-Kit-CreER* targets McSCs, while *Tyr-CreER* also targets dermal melanocytic cells. **a** Schematic shows tamoxifen (TAM) treatment and analysis regimen for **b**–**e**. **b** Immunofluorescence for GFP (green) and Dct, c-Kit, Sox10, S100b, Nestin (red) in *c-Kit-CreER; R26R-GFP* skin (Top panel) and Tomato (red) and Dct, c-Kit, Sox10, S100b, Nestin (green) in *Tyr-CreER; R26R-Tomato* skin (Bottom panel). **c**–**e** Dot plot shows percentage of reporter^+^ cells in Dct^+^ cells inside the HF **c**, Sox10^+^ cells in reporter^+^ cells in the dermal compartment **d** and Nestin^+^ cells in reporter^+^ cells in the dermal compartment **e** (mean ± s.d.; 3 mice were analyzed in each group, *n* = number of hair follicles **c** or dermal areas **d**, **e** analyzed). **f** Schematic shows TAM and doxycycline(Dox) treatment and analysis regimen for **g**, **h**. **g** Immunofluorescence for GFP (green) and Tomato (red) in *c-Kit-CreER; R26R-Tomato; Dct-rtTA; tetO-H2B-GFP* skin (Top) and *Tyr-CreER; R26R-Tomato; Dct-rtTA; tetO-H2B-GFP* skin (Bottom); Schematic model showing the distribution of *c-Kit* and *Tyr* promoter active cells in right panels. **h** Dot plot shows percentage of GFP^+^ cells in Tomato^+^ cells in the HF and dermal compartment of **g** (mean ± s. d.; 3 mice were analyzed in each group, *n* = number of skin areas analyzed). Dashed line outlines the boundary of epithelium and dermis. Scale bar, 25 μm. Arrowheads point to follicular McSCs; Arrows point to GFP^+^ or Tomato^+^ cells in the dermis. *HF* hair follicle, *McSCs* melanocyte stem cells, *Derm* dermal compartment, *TAM* tamoxifen. Source data are provided as a Source Data file

In contrast to *c-Kit-CreER* mice, *Tyr* promoter activity was detected in both follicular McSCs and dermal melanocytes (Fig. 1b)^38^. While Dct + McSCs in the hair follicle expressed Tomato in *Tyr-CreER; R26R-Tomato* reporter mice (Fig. 1b, c), some dermal Tomato^+^ cells were also detected in these mice that expressed Sox10, S100b and Nestin (Fig. 1b, d, e; Supplementary Fig. 1f). Further, by generating *Tyr-CreER; R26R-Tomato; Dct-rtTA; tetO-H2B-GFP* mice, we detected that about 33% Tomato^+^ dermal cells were GFP^+^, indicating that the *Tyr* promoter targets dermal melanocytes (Fig. 1f–h). The combined data indicate that the *Tyr* promoter can target dermal melanocytes, while *c-Kit* promoter specifically targets follicular McSCs.

### *C-Kit*^+^ McSCs form epidermal melanomas under homeostasis

To ask if oncogenic McSCs can form melanomas, we generated *c-Kit-CreER; Braf*^*CA/+*^*; Pten*^*fl/fl*^ (c-Kit-CreER:Braf:Pten); *R26R-mTmG* (c-Kit-CreER:Braf:Pten:GFP) mice that inducibly express *Braf*^*V600E*^ and delete *Pten* only in *c-Kit*^+^ McSCs^7^. These cells and their progeny are labeled by GFP, allowing us to follow their fate. We chose to drive McSC transformation with conditional expression of *Braf*^*V600E*^ and deletion of *Pten* (Braf:Pten) to be comparable to the well-established *Tyr-CreER; Braf*^*CA/+*^*; Pten*^*fl/fl*^ melanoma model^7^. McSCs, quiescent during telogen, are activated to proliferate and differentiate at anagen onset^27,28^. To assess the effects of oncogenic mutations on McSCs in vivo, we experimentally induced anagen onset in 3 week old mice by depilation and then induced Braf^:^Pten mutations in McSCs by TAM administration (Fig. 2a). C-Kit-CreER:Braf:Pten McSCs were analyzed at various stages of the hair cycle and compared to stage-matched control McSCs. After hair follicles entered the early anagen phase, c-Kit-CreER:Braf:Pten McSCs displayed AKT activation, demonstrated by the expression of phosphorylated AKT (pAKT), while pAKT was never observed in control McSCs at any point in the hair cycle (Fig. 2b). Coinciding with AKT activation, Dct^+^ McSCs showed increased expression of the proliferation marker Ki67 as they expanded within the stem cell region of the hair follicle compared to controls (Fig. 2c; Supplementary Fig. 2a, b). Neither expression of *Braf*^*V600E*^ nor loss of *Pten* alone was sufficient to induce the ectopic proliferation of McSCs at this stage (Supplementary Fig. 2c)^7,39,40^. Remarkably, this expansion was accompanied by pigmentation (Supplementary Fig. 3a, b) and upward migration of GFP^+^Dct^+^ melanocytes into the upper follicular compartments and the epidermis (Fig. 2d–f). The follicle-derived Mcs within the interfollicular epidermis continued to express pAKT, remained proliferative, and expanded while maintaining pigmentation (Fig. 2g; Supplementary Fig. 3c). These epidermal Mcs, not observed in control mice (Fig. 2d; Supplementary Fig. 3d), also expressed the melanocyte/melanoma markers S100b, Dct, microphthalmia transcription factor (MITF) and Sox10 (Fig. 2g; Supplementary Fig. 3e). The initial expansion of these tumorigenic epidermal melanocytes was confined to the epithelial compartment only (Fig. 2g). No Sox10^+^GFP^+^ or Dct^+^GFP^+^ cells were observed in the dermis by 2 weeks after TAM induction (Supplementary Fig. 3f).

**Fig. 2:**
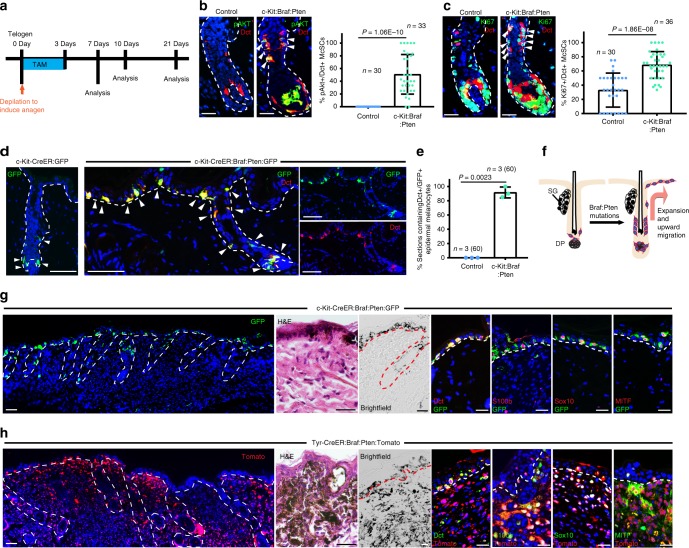
*C-Kit-CreER* targeted McSCs form epidermal melanoma following induction of Braf:Pten mutations. **a** Schematic shows TAM treatment and analysis regimen of **b**–**h**. **b** Immunofluorescence images show Dct (red) and pAKT (green) in control (left) and c-Kit-CreER:Braf:Pten (middle) skin at 7 days after initial TAM. Dot plot shows percentage of pAKT^+^ cells in Dct^+^ McSCs (right) (mean ± s.d.; *n* = 30 hair follicles from 3 control mice in control and 33 hair follicles from 3 c-Kit-CreER:Braf:Pten mice). **c** Immunofluorescence images show Dct (red) and Ki67 (green) in control (left) and c-Kit-CreER:Braf:Pten (middle) skin at 7 days after initial TAM. Dot plot shows percentage of Ki67^+^ cells in Dct^+^ McSCs (right) (mean ± s.d.; *n* = 30 hair follicles from 3 control mice in control and 36 hair follicles from 3 c-Kit-CreER:Braf:Pten mice). **d** Immunofluorescence images showing GFP (green) in *c-Kit-CreER; R26R-GFP* control mice (left panel) and GFP (green) and Dct (red) in c-Kit-CreER:Braf:Pten:GFP mice (right panels) at 10 days after initial TAM (Left). The rightmost panels show the separate channel images to demonstrate the co-localization of GFP and Dct signals. **e** Dot plot shows percentage of 6um tissue sections ( > 500  µm length) that contain Dct^+^/GFP^+^ epidermal melanocytes in control and c-Kit-CreER:Braf:Pten:GFP mice (mean ± s.d.; *n* = 3 mice, total number of tissue sections analyzed is indicated in parenthesis in each group). **f** Schematic model showing that upon oncogenic mutations, McSCs expand in the niche and migrate upward to the epidermis. **g** Immunofluorescence images showing GFP (green) and Dct, S100b, Sox10, MITF (red), H&E or brightfield images in c-Kit-CreER:Braf:Pten:GFP mice at 21 days after initial TAM. **h** Immunofluorescence images showing Tomato (red) and Dct, S100b, Sox10, MITF (green), H&E or brightfield images in Tyr-CreER:Braf:Pten:Tomato mice at 21 days after initial TAM. Dashed line outlines the boundary of epithelium and dermis. Scale bars, 25 μm, except for **d** and the leftmost panel of **g** and **h**, which are 50 μm. Arrowheads point to follicular McSCs, except in **d**, where they also define epidermal melanocytes. HF hair follicle, McSCs melanocyte stem cells, SG sebaceous gland, DP dermal papilla. Source data are provided as a Source Data file

To further verify this observation, we also examined *Tyr-CreER;Braf*^*CA/+*^*;Pten*^*fl/fl*^*;R26R-Tomato* (Tyr-CreER:Braf:Pten:Tomato) mice following TAM treatment. We experimentally induced anagen onset in telogen mice and then treated the mice with TAM for 3 days (Fig. 2a). We observed pAKT expression and increased proliferation in follicular McSCs (Supplementary Fig. 3g–i) similar to c-Kit-CreER:Braf:Pten McSCs (Fig. 2b, c), with progression of epidermal oncogenic Mcs into epidermal melanoma cells that was never observed in control mice (Fig. 2h; Supplementary Fig. 3j). It is noteworthy that the emergence of epidermal melanoma cells was associated with the robust and concomitant expansion of Tomato^+^ dermal melanoma cells in the papillary dermis, as previously observed^5,7^. Both epidermal and dermal Tomato^+^ cells expressed melanocyte/melanoma markers S100b, Dct, MITF and Sox10 (Fig. 2h; Supplementary Fig. 3e). The different phenotypes of *Tyr-CreER* to *c-Kit-CreER* driven mice suggested that dermal melanocytic subpopulation targeted by *Tyr* promoter may be responsible for the formation of dermal melanoma in Tyr-CreER:Braf:Pten mice.

Nevertheless, to ensure that *Tyr*^+^ McSCs were responsible for interfollicular epidermal expansion, we injected BrdU during anagen onset to specifically label cycling McSCs but not quiescent dermal Tyr^+^ cells and then followed with TAM-induction (Supplementary Fig. 3k)^27,41^. BrdU^+^/Tomato^+^ label retaining epidermal melanocytes were observed, verifying the origin of melanoma Mcs as follicular McSCs (Supplementary Fig. 3l–n).

### The epithelial microenvironment promotes McSC transformation

The aberrant expansion and migration of c-Kit-CreER:Braf:Pten McSCs were typically seen during the growth phase (anagen) of the hair cycle (Fig. 3a top, b). Consistent with prior observations in the Tyr-CreER:Braf:Pten model^5,6^, Braf:Pten mutations during the telogen resting phase did not induce melanoma initiation from McSCs in either *c-Kit* or *Tyr*-driven model (Fig. 3a bottom, c; Supplementary Fig. 4a–f). Given our finding that c-Kit-CreER:Braf:Pten McSCs produce epidermal melanoma under normal conditions during anagen, we asked how mechanisms regulating normal stem cell induction might synergize with oncogenic mutations during transformation.

**Fig. 3:**
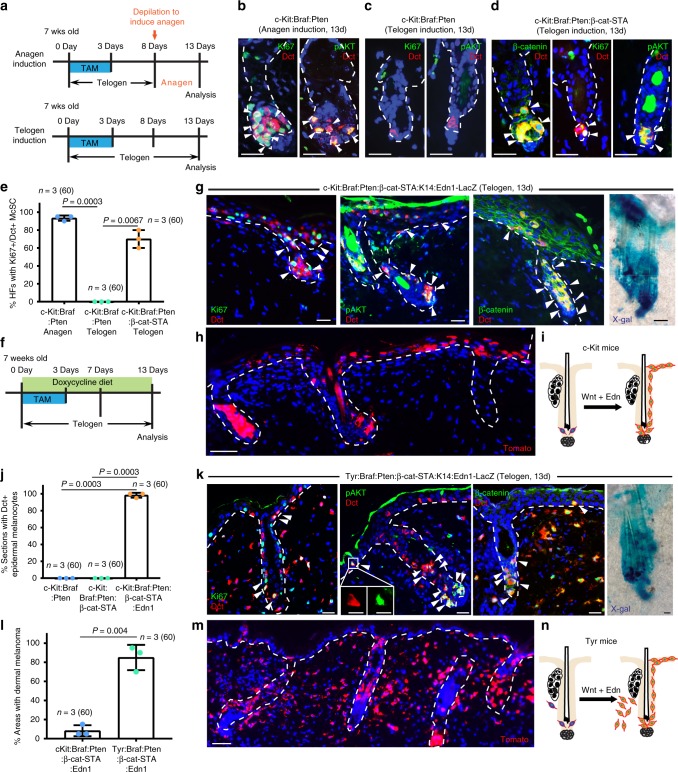
Wnt and Edn promote melanoma initiation from follicular McSCs. **a** Schematic showing TAM and depilation (top) treatment and analysis regimen for **b**–**e**. **b**–**d** Immunofluorescence for Dct (red) and Ki67, pAKT (green) in c-Kit-CreER:Braf:Pten mice with anagen induction **b**, telogen induction **c**, and c-Kit-CreER:Braf:Pten:β-cat-STA mice with telogen induction **d**. **e** Dot plot showing percentage of HFs with Ki67^+^Dct^+^ McSCs (mean ± s.d.; *n* = 3 mice, total number of hair follicles analyzed indicated in parenthesis in each group). **f** Schematic showing TAM treatment and analysis regimen for **g**–**n**. **g** Immunofluorescence for Dct (red) and Ki67, pAKT, β-catenin (green), as well as X-gal staining in c-Kit-CreER:Braf:Pten:Tomato:β-cat-STA: K14-rtTA:tetO-Edn1-lacZ mice. **h** Immunofluorescence for Tomato (red) in c-Kit-CreER:Braf:Pten:Tomato:β-cat-STA: K14-rtTA:tetO-Edn1-lacZ mice. **i** Schematic model showing that Wnt and Edn1 signals promote McSC transformation and generation of epidermal melanoma during telogen in *c-Kit* promoter driven mice. **j** Dot plot showing percentage of 6 µm tissue sections ( >500 µm length) with Dct^+^ epidermal melanocytes in mice of indicated genotypes at 13 days of telogen induction (mean ± s.d.; *n* = 3 mice, total number of tissue sections analyzed indicated in parenthesis in each group). **k** Immunofluorescence images for Dct (red) and Ki67, pAKT, β-catenin (green), as well as X-gal stained image from Tyr-CreER:Braf:Pten:Tomato:β-cat-STA: K14-rtTA:tetO-Edn1-lacZ mice. Insets in pAKT/Dct panel show separate channel images for a double positive epidermal melanocyte. **l** Dot plot showing percentage of interfollicular areas that contain > 5 Tomato^+^/Dct^+^ dermal melanoma cells (mean ± s.d.; *n* = 3 mice, total number of interfollicular areas analyzed indicated in parenthesis in each group). **m** Immunofluorescence for Tomato (red) in Tyr-CreER:Braf:Pten:Tomato:β-cat-STA: K14-rtTA:tetO-Edn1-lacZ mice. **n** Schematic model showing that Wnt and Edn1 activation in telogen induces formation of both dermal and epidermal melanomas concomitantly in Tyr promoter driven mice. Dashed line outlines the boundary of epithelium and dermis. Scale bars, 25 μm, except for **h** and **m**, which are 50 μm and 10 μm in insets of **k**. Arrowheads marker double positive follicular McSCs, except for **g** and **k**, which also point to epidermal melanocytes. Source data are provided as a Source Data file

Because previous studies showed that paracrine expression of Wnt and endothelin (Edn) ligands by epithelial niche cells promote McSC proliferation during early anagen^42–44^, we wondered if Wnt signaling is sufficient to release Braf:Pten McSCs from their quiescent state. To test this hypothesis, we crossed *c-Kit-CreER;Braf*^*CA/+*^*;Pten*^*fl/fl*^*;R26R-Tomato* (c-Kit-CreER:Braf:Pten:Tomato) mice with mice expressing an inducible stabilized mutant form of β-catenin in which expression of stabilized β-catenin is also under control of the *c-Kit* promoter (c-Kit-CreER:Braf:Pten:Tomato:β-cat-STA mice)^45^. TAM treatment during telogen (Fig. 3a bottom) resulted in constitutive Wnt pathway activation in Braf:Pten McSCs as indicated by nuclear localization of β-catenin (Fig. 3d). These cells were shown to exit quiescence, proliferate and display AKT pathway activation, while control c-Kit:Braf:Pten McSCs remained quiescent (Fig. 3c–e; Supplementary Fig. 4f, g). *Tyr-CreER;Braf* ^*CA/+*^*;Pten*^*fl/fl*^*;β-cat-STA* (Tyr-CreER:Braf:Pten:β-cat-STA) McSCs induced during telogen phenocopied these results (Supplementary Fig. 4h). Constitutive Wnt activation in McSCs in the absence of Braf:Pten mutations had no effect, suggesting that synergy with other pathway is needed for Wnt to activate McSCs (Supplementary Fig. 4i).

Intriguingly, whereas constitutive Wnt signaling was sufficient to induce the expansion of Braf:Pten mutant McSCs during stem cell quiescence, this treatment did not promote their upward migration. However, overexpression of an additional niche factor, *Edn1*, in c-Kit-CreER:Braf:Pten:Tomato:β-cat-STA crossed to *K14-rtTA; tetO-Edn1-lacZ* mice^46,47^, promoted both expansion and upward migration of Ki67^+^pAKT^+^ McSCs in telogen (Fig. 3f–j), which is normally observed only during anagen. When we exchanged *c-Kit-CreER* for *Tyr-CreER*, epidermal melanoma formation was also observed concurrently with expansion of Tomato^+^ dermal cells (Fig. 3k–n). Of note, overexpression of epithelial *Edn1* alone during telogen did not induce proliferation, AKT pathway activation or migration to the epidermis in Braf:Pten McSCs within the quiescent follicular microenvironment (Supplementary Fig. 4j, k). These data show that Wnt and Edn signals, which are normally produced by epithelial cells during hair growth, provide the niche stimuli to promote follicular Braf:Pten McSCs to transform into melanomas. Thus, normal extrinsic signals can synergize with oncogenic mechanisms to promote McSC-derived melanoma initiation.

### Epidermal melanoma cells invade the dermis

The current model of melanoma initiation in human skin posits that melanoma arises and expands first in the epidermis (radial growth phase) before it invades into the dermis (vertical growth phase)^1^. However, the biology of dermal invasion by melanoma Mcs remains poorly understood, in part because prior mouse lineage tracing models could not distinguish between epidermal and dermal Mcs as the source of melanoma^8^. Zebrafish scale models, which can undergo a form of epidermal melanoma, also provide an imperfect likeness to the human condition because they lack strong resemblance to human skin^48^. In contrast, the c-Kit-CreER:Braf:Pten melanoma model can overcome these limitations by targeting only McSCs in the epithelium.

To determine if and how epidermal melanoma cells invade and expand in mouse dermis, we examined skin from induced c-Kit-CreER:Braf:Pten:GFP mice after establishment of epidermal melanoma. At later time points (26 days after TAM), we occasionally found foci of dermal melanoma expansion beneath the epidermis, suggestive of dermal invasion by epidermal melanoma cells (Supplementary Fig. 5a, b). Although we found very little GFP labeling in CD45^+^ cells in the skin of these mice (Supplementary Fig. 5c), most animals died at this point, likely due to defects in *c-Kit*^+^ cells in other organs, such as interstitial cells of Cajal in the gastrointestinal tract (Sun et al., unpublished).

To reliably follow the phenotypic evolution of epidermal melanoma cells in mice for longer time periods, we performed full-thickness skin grafting experiments. To do this, we first treated c-Kit-CreER:Braf:Pten:GFP mice with TAM for 3 days at 3 weeks of age to genetically induce Braf:Pten mutations and GFP expression in McSCs. Skin from these animals was then grafted onto the backs of immune-deficient J/NU mice (Fig. 4a). After 10 days of engraftment, we observed a horizontal expansion of epidermal melanoma cells (Fig. 4b), similar to that seen in the c-Kit-CreER:Braf:Pten skin in situ (Fig. 2d). By 17 days, GFP^+^ melanoma cells were detected invading the graft dermis (Fig. 4c). This was observed in the interfollicular as well as follicular epithelium. Some melanoma cells, expanding within the hair follicle outer root sheath appeared to invade the underlying dermal compartment (Supplementary Fig. 6a). The GFP^+^ cells in the dermis were found to downregulate E-cadherin expression and upregulate MCAM expression (Fig. 4d), which is consistent with our and previous observations of human melanoma at the invasive radial growth phase (Fig. 4e; Supplementary Fig. 6b)^49,50^. Further investigation revealed that GFP^+^ melanoma cells that transited into the dermis maintained their pigmentation and expression of melanocytic genes, such as Dct, a melanocytic marker ubiquitously expressed in the McSC lineage in normal mice and MITF, the master transcription factor of melanocytic genes (Fig. 4f)^42,51^. These melanoma cells lacked expression of neuronal markers Nestin, GFAP and Tubb3 (Fig. 4f). By 30 days after engraftment, we found that dermal melanoma cells had significantly downregulated the expression of Dct and MITF as well as pigmentation (Fig. 4g, h). In addition, most GFP^+^ melanoma cells now expressed Nestin, GFAP and Tubb3 (Fig. 4g, h), reminiscent of human melanomas known to frequently express these neuronal markers^32,52,53^. These results indicate that melanoma cells lose their melanocytic phenotype during tumor progression and they begin to express genes including common neuronal markers (Fig. 4i).

**Fig. 4:**
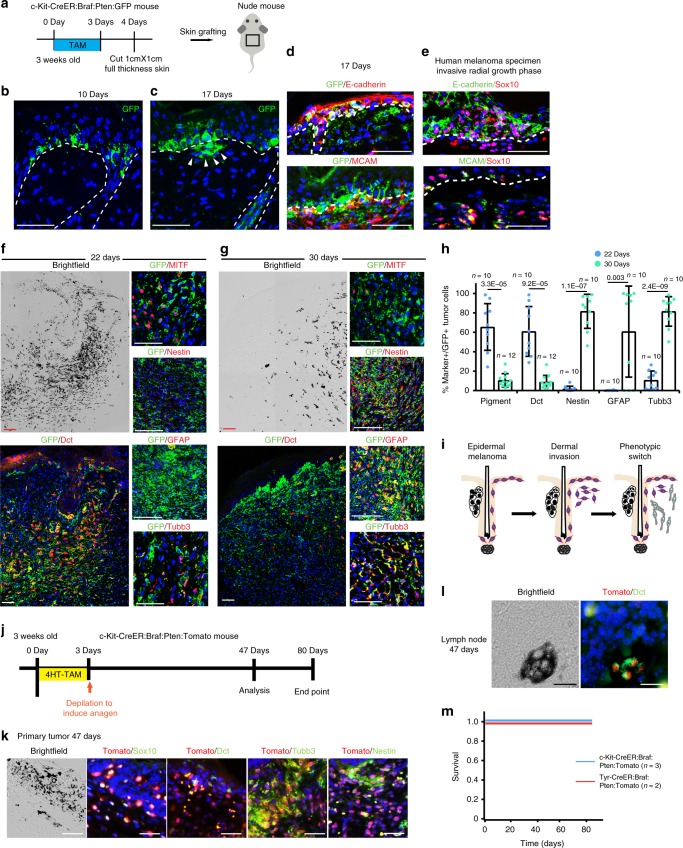
Epidermal melanoma cells invade the dermis and undergo phenotypic switch to a neuronal-like state. **a** Schematic showing TAM treatment and skin implantation onto nude mice for **b**–**h**. **b**, **c** Immunofluorescence for GFP at 10 days **b** and 17 days **c** after skin implantation in c-Kit-CreER:Braf:Pten:GFP mice. Arrowheads point to GFP^+^ melanoma cells that invade into the dermis. **d** Immunofluorescence for GFP (green) and E-cadherin, MCAM (red) at 17 days after skin implantation in c-Kit-CreER:Braf:Pten:GFP mice. **e** Immunofluorescence for Sox10 (red) and E-cadherin, MCAM (green) in human melanoma specimen during the invasive radial growth phase. **f**, **g** Immunofluorescence images for GFP (green) and Dct, MITF, Nestin, GFAP, Tubb3 (red) and brightfield images in areas of dermal melanoma at 22 days **f** and 30 days **g** after skin implantation in c-Kit-CreER:Braf:Pten:GFP mice. **h** Dot plot showing percentage of pigment, Dct, Nestin, GFAP and Tubb3 in GFP^+^ dermal melanoma cells (mean ± s.d.; 3 independent tumors from 3 mice were analyzed in each group, *n* = the number of randomly selected tumor areas analyzed. At least 1500 GFP^+^ tumor cells were analyzed in each group). **i** Schematic model illustration showing that upon oncogenic induction, McSCs first give rise to epidermal melanoma. Then melanoma cells in the epithelial compartments invade into the dermis. Finally, dermal melanoma cells undergo a phenotypic switch to acquire neuronal signatures. **j** Schematic showing 4-hydroxytamoxifen (4HT-TAM) treatment and analysis regimen. **k** Immunofluorescence images for Tomato (red) and Sox10, Dct, Tubb3, Nestin (green) and brightfield images in c-Kit-CreER:Braf:Pten:Tomato mouse skin at 47 days. **l** Immunofluorescence images for Tomato (red), Dct (green) and brightfield images in lymph node of c-Kit-CreER:Braf:Pten:Tomato mouse at 47 days. **m** Survival graph showing the days of survival of indicated mice (*n* = the number of mice). Dashed line outlines the boundary of epithelium and dermis. Scale bars, 50 μm. Source data are provided as a Source Data file

Because nude mice lack a proper immune system, which may affect melanoma progression, we also implanted skin from c-Kit-CreER:Braf:Pten:Tomato mice onto wildtype syngeneic littermates (Supplementary Fig. 7a). These littermates formed dark melanoma by 26 days after implantation (Supplementary Fig. 7b). By 45 days, we observed Tomato^+^ tumor cells in both epidermis and dermis in the implanted area (Supplementary Fig. 7c). Similar to the results in nude mice, Tomato^+^ cells in these tumors were positive for melanoma markers such as Sox10 and heterogeneously expressing melanocytic markers Dct and pigment, as well as neuronal markers Tubb3 and Nestin (Supplementary Fig. 7c). Moreover, we detected metastasis of Tomato^+^ melanoma cells to the lymph node (Supplementary Fig. 7d). Some of these cells expressed Dct and pigment, demonstrating their melanocytic signature. No metastasis to the lung or brain was detected at this time point.

To further demonstrate that *c-Kit*^+^ McSCs can produce invasive melanoma, we topically treated c-Kit-CreER:Braf:Pten:Tomato mice with 4-hydroxytamoxifen (4HT-TAM) to induce transgene expression (Fig. 4j). By 47 days, these mice also formed heterogeneous primary melanoma tumors and lymph node metastases similar to those observed in skin transplants (Fig. 4k, l). We found very few reporter labeled CD45^+^ hematopoietic lineage cells in the dermal melanoma tumor (Supplementary Fig. 8). These topically induced mice survived at least 80 days after TAM treatment, similar to *Tyr-CreER* driven mice (Fig. 4m).

Our results suggest that this switch from a melanocytic to a neuronal-like phenotype in these mice is largely a spatially and temporally regulated process and that it coincides with the transition from the radial to the vertical growth phase.

### McSC-derived and human melanomas share molecular signatures

Our lineage tracing and phenotypic analyses suggest that the initiation and progression of murine McSC-driven melanoma resemble models of human melanoma proposed from clinical observations. To begin to understand the molecular mechanisms responsible for the transformation of McSCs to melanoma, we compared the transcriptional profiles of McSCs and their derived melanoma.

To obtain tumors derived from McSCs, we isolated cells from uninduced skin epidermis including hair follicles from either *c-Kit* or *Tyr* oncogenic models and transplanted them with wildtype support cells into immunocompromised nude mice (Fig. 5a)^54^. Immediately following transplantation, we induced Braf:Pten mutations and Tomato reporter expression by TAM treatment. Transplanted McSCs from both models formed visible tumors typically by 47 days after transplantation (Fig. 5b). Consistent with a previous report, transplanted McSCs from control mice can enter the hair follicle to become both quiescent cells in the bulge and pigmented melanocytes in the bulb, but never formed tumors (Fig. 5c; Supplementary Fig. 9)^54^. Tumors from both models were indistinguishable, both containing high numbers of Tomato^+^ tumor cells expressing both S100b and Sox10 (Fig. 5d), which was expected as *Tyr* and *c-Kit* promoters targets the same population of McSCs in the hair follicle. Tomato^+^ melanoma cells derived from McSCs of Tyr-CreER:Braf:Pten:Tomato mice were then subjected to bulk and single cell RNA-sequencing (RNA-seq) (Fig. 5a; Supplementary Fig. 10a). Signatures of McSC-derived melanoma cells were compared with those of wildtype McSCs isolated from telogen HFs of *Tyr-CreER; R26R-Tomato* mice (Fig. 5a).

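Bulk RNA-seq values were available for 3 libraries of McSCs (McSC 1, McSC 2 and McSC 3) and for 2 libraries of McSC-derived tumor cells (tumor 1 and tumor 2), whose tumors were harvested 47 days after transplantation. The methods describe sorting of Tomato+ cells from the dissociated tumors, and describe McSC isolation as a trypsin-released epidermal cell suspension. The sample labels give the Braf:Pten genotype for all 5 libraries, whereas the paper describes the McSC donors as wildtype, and the paper's description is followed here. The authors mapped paired-end reads with Bowtie to the mouse genome (NCBI37/mm9) and assigned them to Ensembl gene models, with featureCounts by the methods and with HTSeq by the labels. They deposited CPM values (reads scaled to the same total in each library) for 17770 genes, with no further scaling. Beside them are the log2 fold change, likelihood ratio and FDR of their own edgeR comparison. Within each library, 100% of the values were whole multiples of the smallest value (tolerance 0.01), so that the reads could be recovered. They came to 10356589, 9202489 and 6586245 reads in McSC 1, McSC 2 and McSC 3, and to 19890091 and 20602474 reads in tumor 1 and tumor 2. A single read was thus worth 0.0966, 0.109 and 0.152 CPM in the McSC libraries and 0.0503 and 0.0485 CPM in the tumor libraries. For a gene without a read in a whole group, 3 reads set the upper limit, which is 0.115 CPM over the 3 McSC libraries, 0.177 CPM over McSC 1 and McSC 3, and 0.0741 CPM over both tumors. These limits cover counting error only. Tumor and McSC libraries were compared with limma on log2(CPM + 1) over all 17770 genes, a scale that understates the change of genes with low values. Genes with an adjusted p under 0.02 and a fold change above 4 are called DEGs, the thresholds of Fig. 5e, and a gene is said to have risen or fallen in tumor at an adjusted p under 0.05. Fig. 5e shows 2 McSC columns, and the paper's text does not say which of the 3 McSC libraries were used. The log2 fold changes of 6 genes given with Fig. 5g were therefore set beside an edgeR likelihood ratio fit on 4 sets of samples. The difference between both had an SD over the 6 genes of 0.0352 without McSC 2, 0.700 with all McSC libraries, 0.829 without McSC 1 and 1.08 without McSC 3. McSC 2 was thus taken as not used in Fig. 5g, for which the paper's text gives no reason. Where values are given both over McSC 1, McSC 3 and both tumors (the 4 libraries) and over all 5, the former come first. The Y-linked gene Ddx3y stood at 0.0966 and 0 CPM in McSC 1 and McSC 3, 162 CPM in McSC 2, and 99.2 and 50.9 CPM in tumor 1 and tumor 2. Over the 4 libraries, a sex difference thus cannot be told apart from the difference between the groups. All gene lists used below were written before the data were examined. An exact two-sided permutation test can reach no p below 0.333 for 2 libraries against 2, and none below 0.1 for 3 against 2. Fits without tumor 1 or tumor 2 leave a single tumor library, and their error then comes from the McSC libraries alone. Calls and counts of such fits, here and below, thus do not show that a result is stable between tumors.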

**Fig. 5:**
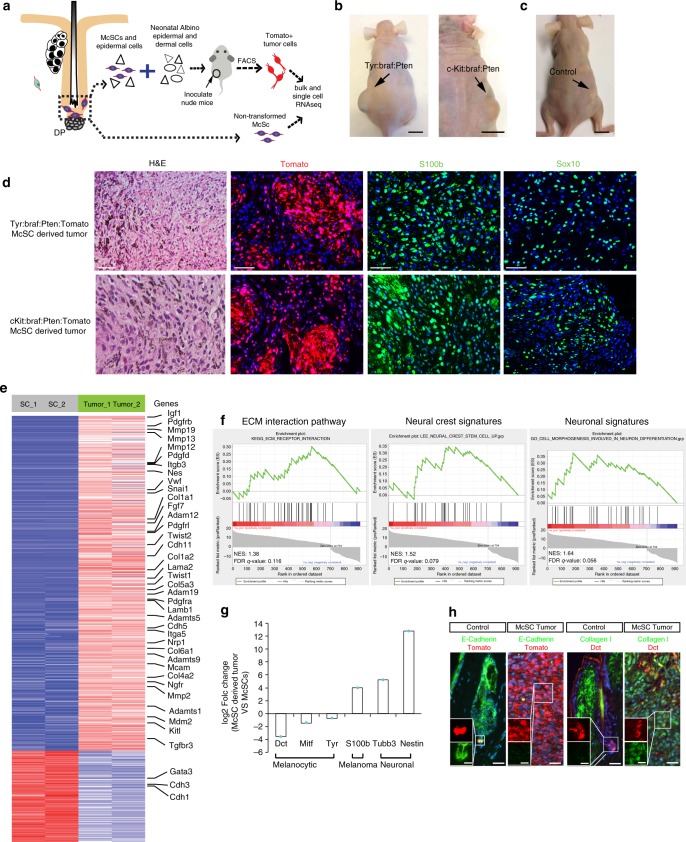
Global molecular signatures in melanoma derived from a defined population of McSCs. **a** Schematic representation of the strategy for results in Figs. 5 and 6. McSC isolation, transplantation and bulk and single cell RNA-seq comparing McSCs to their derived tumor cells. **b** Images of mice injected with McSCs from Tyr-CreER:Braf:Pten:Tomato (left) and c-Kit-CreER:Braf;Pten:Tomato (right) mice at 47 days following transplantation. Arrows point to the injection site. Scale bar: 1 cm. **c** Images of mice injected with wildtype McSCs at 47 days following transplantation. Arrows point to the injection site. Scale bar: 1 cm. **d** H&E and immunofluorescence for Tomato, S100b and Sox10 in tumors derived from McSCs of Tyr-CreER:Braf:Pten:Tomato (Top panel) and c-Kit-CreER:Braf;Pten:Tomato (Bottom panel) mice at 47 days following transplantation. Scale bar, 50 µm. **e** RNA-Seq heat map of differentially expressed genes (DEGs) shown comparison of Tyr-CreER:Braf:Pten:Tomato McSCs derived tumors to non-transformed control McSCs. Shown are DEGs with FDR < 0.02 and changes greater than 4 fold between Tyr-CreER:Braf:Pten:Tomato McSCs derived tumors and quiescent McSCs from control *Tyr-CreER*; *R26R-Tomato* mice. Red indicates high expression, while blue indicates low expression. Note that because *Tyr* and *c-Kit* promoters target the exact same population of McSCs, we chose to do RNA-seq with McSCs isolated from only one of them. **f** GSEA plots comparing the correlation of a rank-ordered list of McSC-derived tumor enriched genes to the KEGG-extracellular matrix interaction pathway (left), neural crest (middle) and neuronal gene (right) signatures. NES: normalized enrichment score. **g** Bar graph showing log_2_ fold changes of indicated markers in melanoma cells compared to normal McSCs identified in RNA-seq. **h** Immunohistochemical validation of specific RNA-seq targets in quiescent McSCs in telogen hair follicles of control mice (left) and Tyr-CreER:Braf:Pten:Tomato McSC-derived tumors (right). Inset shows separate channel images with higher magnification of boxed area. Scale bar, 25 µm; inset scale bar, 10 µm. Source data are provided as a Source Data file

To identify global McSC transformation molecular signatures, we analyzed bulk RNA-seq comparisons of non-transformed McSCs and McSC-derived tumors (Supplementary Fig. 10b; Supplementary Table 1). 

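Lum, Cxcl5 and Krt15 were among the genes with the largest changes between the McSC and the tumor libraries. Lum encodes lumican, a collagen-binding proteoglycan (ENSMUSG00000036446, chromosome 10 from 97028135 to 97035337). It had no reads in McSC 1 and McSC 3 and 8784 and 12957 CPM in tumor 1 and tumor 2, at least 61599-fold higher than 3 reads over McSC 1 and McSC 3, and stood at 0.109 CPM in McSC 2 (adjusted p = 0.0230 over the 4 libraries and 0.00115 over all 5). Cxcl5, a chemokine that attracts neutrophils (ENSMUSG00000029371, chromosome 5 from 91188325 to 91190651), had no reads in any McSC library and 7209 ± 437 CPM (SD, n = 2) in tumors. It was at least 40684-fold higher in tumor against McSC 1 and McSC 3 and at least 62782-fold higher against all 3 McSC libraries (adjusted p = 0.0230 over the 4 libraries and 0.00115 over all 5, with 3 reads over the group as the limit). Krt15, a keratin of hair follicle bulge keratinocytes (ENSMUSG00000054146, chromosome 11 from 99993072 to 99997263), stood at 7737 and 5943 CPM in McSC 1 and McSC 3, at 9365 CPM in McSC 2, and at 0.402 and 0 CPM in tumor 1 and tumor 2 (adjusted p = 0.0230 over the 4 libraries and 0.00115 over all 5). Each of these 3 calls also held without McSC 1 or McSC 3.

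Of 23 measured keratinocyte markers, 16 fell in tumor over the 4 libraries and all 23 over all 5 (23 and 23 when adjusted over the list alone). Their summed transcripts were 46735 and 56096 CPM in McSC 1 and McSC 3, 33451 CPM in McSC 2, and 83.0 and 89.8 CPM in tumor 1 and tumor 2. Of 29 epithelial adhesion genes, which encode cadherins, desmosomal proteins and their regulators, 8 fell over the 4 libraries and 23 over all 5 (23 and 24 when adjusted over the list alone). Cdh1, which encodes E-cadherin (ENSMUSG00000000303, chromosome 8 from 109127251 to 109194146), stood at 1166 and 836 CPM in McSC 1 and McSC 3, 759.6 CPM in McSC 2 and 9.35 and 0 CPM in tumor 1 and tumor 2 (log2 fold change -8.26, standard error 1.27, adjusted p = 0.0727 over the 4 libraries, and -8.14, standard error 1.02, adjusted p = 0.0136 over all 5). By camera, which compares a list with all other genes, both lists were lower in tumor at a preset correlation of 0.01. The adjusted p was 3.60e-24 over the 4 libraries and 5.18e-23 over all 5 for keratinocyte markers, and 8.75e-20 and 7.96e-19 for epithelial adhesion genes. With an estimated correlation neither call held (adjusted p = 0.133 for both). In that setting none of the 24 lists passed, not even endothelial markers, whose estimate of 0.00331 lay below the preset 0.01. Its losses thus cannot be laid to correlation between genes alone. Leaving out McSC 1, McSC 3, tumor 1 or tumor 2 gave 11, 17, 16 and 16 keratinocyte markers and 6, 9, 21 and 19 epithelial adhesion genes that fell. The call of Cdh1 over all 5 libraries ended without McSC 1 (adjusted p = 0.0933) and without McSC 3 (adjusted p = 0.0651). Keratinocyte markers, Krt15 among them, summed to 37.2, 2.24 and 11.1 times the melanocytic genes in McSC 1, McSC 2 and McSC 3. The falls of these lists and of Krt15 may thus in part be a difference in cell types, which these libraries leave open.

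Over the 4 libraries limma called 0 DEGs higher and 0 lower in tumor, while 5261 genes had an unadjusted p under 0.05 and edgeR's tests on the recovered reads called 182 DEGs higher and 128 lower (quasi-likelihood) and 1826 higher and 900 lower (likelihood ratio). At an adjusted p under 0.05, 139 genes rose and 105 fell over these libraries. Over all 5 libraries limma called 872 DEGs higher and 438 lower in tumor, while the quasi-likelihood test called 268 higher and 198 lower, and the likelihood ratio test 2247 higher and 1035 lower. At an adjusted p under 0.05, limma counted 1965 genes that rose and 1163 that fell. The authors' deposited comparison, whose log2 fold changes are not those of Fig. 5g, holds 1833 genes higher and 743 lower at the same thresholds. Of the 872 and 438 DEGs, 795 and 382 were among them. Without McSC 1, limma called 0 DEGs higher and 0 lower (4607 genes with an unadjusted p under 0.05, and no count by another tool). It called, without McSC 3, 7 higher and 4 lower. All 1310 DEGs called over the 5 libraries kept their direction when any 1 library was left out. They were picked for a large change in these same libraries, so this is no independent support. Pearson's correlation across genes, which are not independent replicates, was 0.895 between McSC 1 and McSC 3 and 0.883 to 0.925 among all McSC pairs on log2(CPM + 1). It was 0.817 between the tumors and 0.574 to 0.662 between a McSC and a tumor library. For 8939 genes (50.3%) both tumors lay on one side of all 3 McSC libraries, against 20% by chance.

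**Figure D1:**
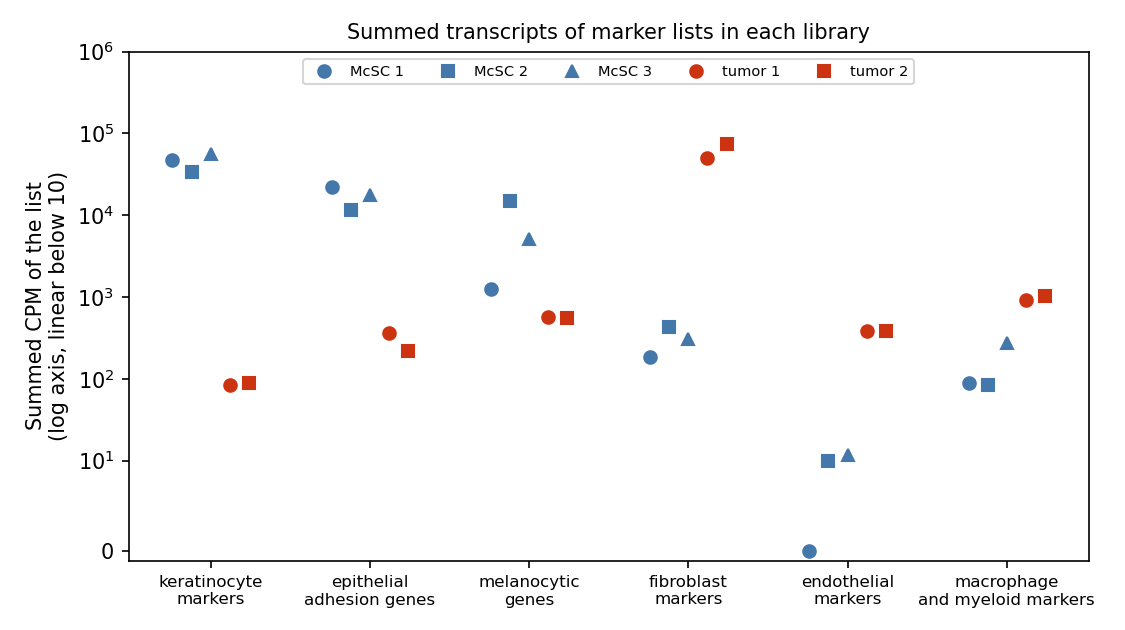
Summed CPM of 6 marker lists in each library, on a log axis that is linear below 10 CPM. Points are single libraries, blue for McSC and red for tumor. Keratinocyte markers sum to 33451 CPM or more in every McSC library and to 89.8 CPM or less in both tumors.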

Many of the most enriched genes in McSC-derived tumor cells were components of the extracellular matrix (ECM) including members of the integrin and collagen family and a variety of matrix-metalloproteases (MMP), indicative of epithelial–mesenchymal transition (EMT)-like changes and reminiscent of human melanoma^55,56^ (Fig. 5e, f). 

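Of 84 measured genes of the ECM-receptor interaction list, 17 rose over the 4 libraries (43 rose and 7 fell when adjusted over the list alone). Over all 5 libraries 39 rose and 7 fell (45 and 8 when adjusted over the list alone). By camera the list was higher in tumor (adjusted p = 2.76e-07 over the 4 libraries and 5.38e-07 over all 5). With an estimated correlation this call did not hold (adjusted p = 0.255). The 7 genes that fell were Lamb3, Itga6, Itga3, Itgb4, Col4a6, Sdc1 and Sdc4, named after their values were seen. The first 4 encode laminin and integrin chains of epidermal basement membrane adhesion.

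Collagens held the largest number of DEGs among the 6 families counted. Of 43 measured collagen genes, 14 rose over the 4 libraries (18 by edgeR's quasi-likelihood test). Over all 5 libraries 23 were DEGs higher in tumor, which is 53.5% against 4.79% of all other genes (Fisher's exact test, two-sided, adjusted p = 1.32e-18 over 6 families). Col1a1, the α1 chain of fibrillar collagen I (ENSMUSG00000001506, chromosome 11 from 94797538 to 94814356), stood at 0.579 and 4.86 CPM in McSC 1 and McSC 3, 9.78 CPM in McSC 2 and 13158 ± 4148 CPM (SD, n = 2) in tumors. Its log2 fold change was 12.04 (standard error 0.768, adjusted p = 0.0364) over the 4 libraries and 11.43 (standard error 0.869, adjusted p = 0.00814) over all 5. Col17a1, a collagen of hemidesmosomes (ENSMUSG00000025064, chromosome 19 from 47720834 to 47766584), went the other way, from 1367 and 714 CPM in McSC 1 and McSC 3 and 1247 CPM in McSC 2 to 0.654 and 1.02 CPM in tumor 1 and tumor 2 (adjusted p = 0.0300 over the 4 libraries and 0.00308 over all 5). Col17a1 is also on the list of keratinocyte markers. Among 26 integrin genes, limma called 0 higher over the 4 libraries (12 at an unadjusted p under 0.05, and 6 by the quasi-likelihood test). Over all 5, 5 were DEGs higher in tumor (Itga1, Itga5, Itga11, Itgb3 and the integrin-like Itgbl1, of which Itga1, Itga11 and Itgbl1 are named after their values were seen; adjusted p = 0.0157). Itga5, a chain of the fibronectin receptor (ENSMUSG00000000555, chromosome 15 from 103174720 to 103197194), stood at 9.37 and 1.52 CPM in McSC 1 and McSC 3, 23.1 CPM in McSC 2 and 1049 ± 119 CPM (SD, n = 2) in tumors (adjusted p = 0.0502 over the 4 libraries and 0.0155 over all 5). Of 37 ADAM and ADAMTS protease genes, 4 rose over the 4 libraries and 10 were DEGs higher in tumor over all 5 (adjusted p = 2.40e-05). Of 11 laminins 3 rose over the 4 libraries (4 by the quasi-likelihood test), and 2 were DEGs over all 5 (Lama2 and Lamc1, the latter named after its values were seen; adjusted p = 0.118, and 0.0312 when genes are counted at an adjusted p under 0.05 with no fold threshold). These shares rest on all 5 libraries, since limma called 0 DEGs of any kind without McSC 1 or McSC 2 (4607 and 5261 genes with an unadjusted p under 0.05, and, without McSC 2, 182 DEGs higher and 128 lower by the quasi-likelihood and 1826 and 900 by the likelihood ratio test). The calls of Col1a1 and Col17a1 over all 5 libraries held without McSC 1 or McSC 3. That of Itga5 ended without McSC 1 (adjusted p = 0.100), without tumor 1 (adjusted p = 0.111) and without tumor 2 (adjusted p = 0.0970).

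Of 18 matrix metalloproteases 1 rose over the 4 libraries (3 by the quasi-likelihood test). The DEGs over all 5 libraries were 3 of the 18 (Mmp2, Mmp19 and Mmp23, the last named after its values were seen), a share that did not pass the test (adjusted p = 0.0832, and 0.0412 without the fold threshold). Mmp2, gelatinase A (ENSMUSG00000031740, chromosome 8 from 95351227 to 95377316), stood at 101 and 46.9 CPM in McSC 1 and McSC 3, 79.8 CPM in McSC 2 and 1609.7 ± 232 CPM (SD, n = 2) in tumors (adjusted p = 0.0525 over the 4 libraries and 0.0102 over all 5). Mmp19, another secreted metalloprotease (ENSMUSG00000025355, chromosome 10 from 128228009 to 128237880), had no reads in any McSC library and 202 and 626 CPM in tumor 1 and tumor 2. This is at least 2359-fold higher than in McSC 1 and McSC 3 and at least 3640.4-fold higher than in all 3, with 3 reads over the group as the limit (adjusted p = 0.0468 over the 4 libraries and 0.00851 over all 5). Mmp13 (chromosome 9 from 7272514 to 7283333) and Mmp12 (chromosome 9 from 7344381 to 7369499) stood at 74.9 and 67.4 CPM in tumor 1 but at 0.146 and 0.437 CPM in tumor 2. Neither had a read in McSC 1 or McSC 3, while McSC 2 held 1.09 and 3.69 CPM. Neither passed limma (adjusted p = 0.421 and 0.379 over the 4 libraries, 0.320 and 0.367 over all 5). The likelihood ratio test over the 4 libraries, chosen after the data were seen, called both higher (adjusted p = 0.00227 and 0.00129). With all 5, DESeq2's Wald test, edgeR's exact test and the likelihood ratio test called Mmp13 (adjusted p = 0.0147, 0.0497 and 0.0249) but not Mmp12 (adjusted p = 0.108, 0.162 and 0.110). The quasi-likelihood test called neither (adjusted p = 0.114 and 0.218). Without tumor 1 their log2 fold changes were -0.16 for Mmp13 and -0.22 for Mmp12. The calls of Mmp2 and Mmp19 over all 5 held without McSC 1 or McSC 3. Among the 100 DEGs with the largest fold were 12 collagens, 4 ADAM or ADAMTS proteases, 1 integrin, 1 laminin and 1 matrix metalloprotease.

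Of 39 mesenchymal and EMT genes, 8 rose over the 4 libraries and 22 over all 5 (27 and 25 when adjusted over the list alone). Camera placed the list higher in tumor (adjusted p = 2.50e-09 and 5.13e-09; adjusted p = 0.133 with an estimated correlation). Twist1, a transcription factor of EMT (ENSMUSG00000035799, chromosome 12 from 34642536 to 34644682), had no reads in any McSC library and 19.6 ± 1.43 CPM (SD, n = 2) in tumors. This is at least 111-fold and at least 171-fold higher than in 2 and in all 3 McSC libraries (adjusted p = 0.0716 over the 4 libraries and 0.0129 over all 5). Fibroblast markers moved with these genes, 7 of 18 rising over the 4 libraries and 12 over all 5 (14 and 14 when adjusted over the list alone). In the ECM list 3 of them also appear. The 18 markers summed to 185 and 309.7 CPM in McSC 1 and McSC 3, 433 CPM in McSC 2, and 49555 and 73764 CPM in tumor 1 and tumor 2. Of these markers, 14 were among the genes of the paper's single cell cluster 5 and 0 among those of clusters 1 to 4. The rises of ECM, collagen, protease, and mesenchymal and EMT genes may thus in part be a difference in cell types, which these libraries leave open. Of 15 endothelial markers limma called 0 higher over the 4 libraries (13 at an unadjusted p under 0.05, 4 by the quasi-likelihood test) and 12 over all 5 (13 and 13 when adjusted over the list alone), with sums of 0 and 11.7 CPM in McSC 1 and McSC 3, 10.0 CPM in McSC 2, and 388 and 383 CPM in tumor 1 and tumor 2. Without McSC 1, McSC 3, tumor 1 or tumor 2, the number of ECM genes that rose was 7, 15, 28 and 31, that of mesenchymal and EMT genes 4, 8, 14 and 16, that of fibroblast markers 6, 11, 10 and 10, and that of endothelial markers 0, 1, 11 and 11 (13, 14, 13 and 13 at an unadjusted p under 0.05). The call of Twist1 over all 5 libraries ended without McSC 1 (adjusted p = 0.101) and without McSC 3 (adjusted p = 0.0608).

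**Figure D2:**
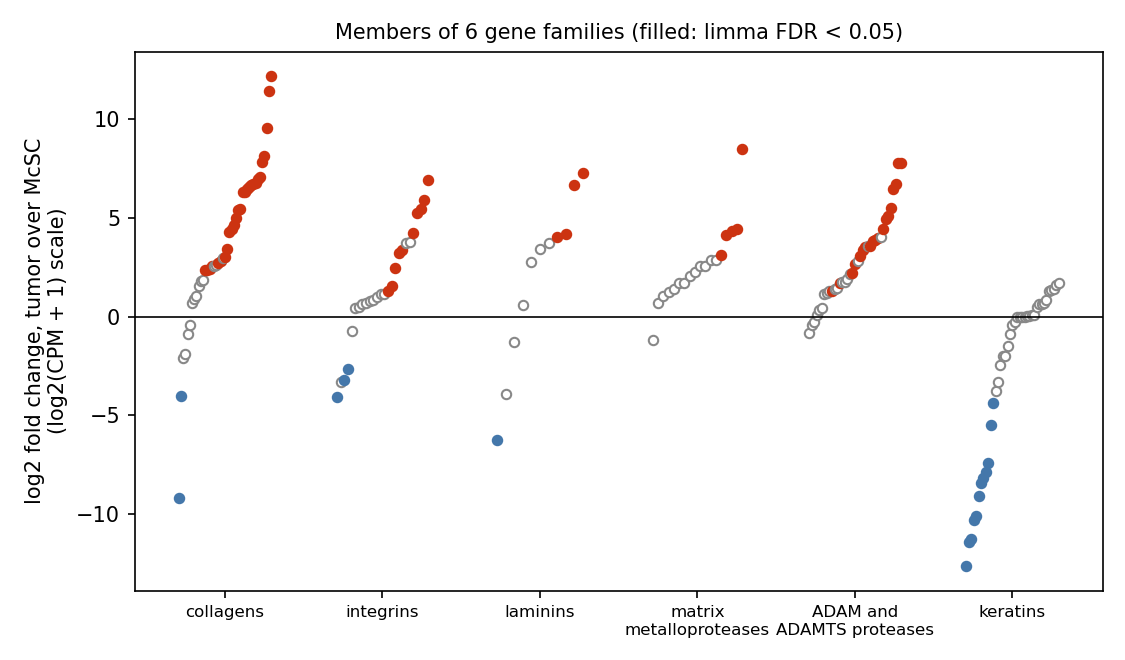
Log2 fold change of every measured member of 6 gene families, tumor over McSC, on the log2(CPM + 1) scale over all 5 libraries. Each point is a gene, filled where it rose (red) or fell (blue) at an adjusted p under 0.05. Of 43 collagens 28 rose and 2 fell, and of 39 keratins 12 fell.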

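Cdh11 and Gfra3 rose in tumor over the 4 libraries and over all 5, while Tfap2a, a transcription factor gene of neural crest, fell over all 5 libraries but did not pass over the 4. Of 42 measured genes on the neural crest list, 3 rose over the 4 libraries (Nr2f2, Cdh11 and Gfra3, of which Nr2f2 is named after its values were seen; 13 rose and 3 fell when adjusted over the list alone). All 5 libraries together gave 12 genes that rose, 3 that fell and 27 that did not pass (12 and 4 when adjusted over the list alone). Cdh11, a cadherin of migrating neural crest and mesenchymal cells (ENSMUSG00000031673, chromosome 8 from 105156895 to 105309011), stood at 0.0966 and 0 CPM in McSC 1 and McSC 3, 1.41 CPM in McSC 2 and 147 ± 48.2 CPM (SD, n = 2) in tumors. Its log2 fold change was 7.11 (standard error 0.588, adjusted p = 0.0436) over the 4 libraries and 6.71 (standard error 0.672, adjusted p = 0.0119) over all 5. Gfra3, a receptor for the neurotrophic factor artemin (ENSMUSG00000024366, chromosome 18 from 34849557 to 34880041), had no reads in any McSC library and 111 ± 34.1 CPM (SD, n = 2) in tumors. This is at least 628-fold higher than in McSC 1 and McSC 3 and at least 969-fold higher than in all 3 (adjusted p = 0.0478 over the 4 libraries and 0.00939 over all 5). Tfap2a, which also serves the epidermis (ENSMUSG00000021359, chromosome 13 from 40811044 to 40829192), stood at 61.6 and 82.3 CPM in McSC 1 and McSC 3, 63.7 CPM in McSC 2 and 4.67 ± 0.291 CPM (SD, n = 2) in tumors (adjusted p = 0.0603 over the 4 libraries and 0.0117 over all 5). The calls of these 3 genes over all 5 libraries ended without McSC 1 for Cdh11 (adjusted p = 0.0692), Gfra3 (adjusted p = 0.0606) and Tfap2a (adjusted p = 0.0852) and without McSC 3 for Tfap2a (adjusted p = 0.0535). Of the 42 genes, 6 are also on the neuronal list, 5 on the list of Schwann cell markers and 4 on that of mesenchymal and EMT genes.

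As a whole the neural crest list did not pass camera (adjusted p = 0.376 over the 4 libraries and 0.385 over all 5, and 0.700 with an estimated correlation). Over all 5 libraries it was higher in tumor by preranked enrichment on the log2 fold change (fgsea, normalized enrichment score 1.77, adjusted p = 0.00336) and by fry, which tests whether the genes of the list move one way on balance (adjusted p = 0.0244). The gene set the paper used for Fig. 5f was not at hand. Without McSC 1 limma called 0 of the 42 genes higher (13 at an unadjusted p under 0.05, with no count by another tool). Without McSC 3, tumor 1 or tumor 2 the number that rose was 3, 12 and 13.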

Gene set enrichment (GSEA) analysis also revealed a positive correlation between tumor-enriched genes and a human neural crest gene set^57^ (Fig. 5f), similar to that described in a zebrafish melanoma model^48^.

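Nes, which encodes the neural progenitor filament nestin (ENSMUSG00000004891, chromosome 3 from 87775000 to 87784373), had no reads in any McSC library and 47.6 ± 3.52 CPM (SD, n = 2) in tumors. It was at least 268-fold higher in tumor against McSC 1 and McSC 3 and at least 414-fold higher against all 3, with 3 reads over the group as the limit (adjusted p = 0.0576 over the 4 libraries and 0.0113 over all 5). Tubb3, the neuronal class III β-tubulin (ENSMUSG00000062380, chromosome 8 from 125935324 to 125945915), stood at 0 and 0.607 CPM in McSC 1 and McSC 3, 0.435 CPM in McSC 2 and 14.9 and 5.34 CPM in tumor 1 and tumor 2. For Tubb3 the log2 fold change was 2.98 (standard error 0.805, adjusted p = 0.109) over the 4 libraries and 2.92 (standard error 0.616, adjusted p = 0.0363) over all 5. Ngfr, the low-affinity nerve growth factor receptor (ENSMUSG00000000120, chromosome 11 from 95430132 to 95449049), stood at 1.16 and 1.37 CPM in McSC 1 and McSC 3, 4.89 CPM in McSC 2 and 53.0 and 32.8 CPM in tumor 1 and tumor 2. The log2 fold change of Ngfr was 4.24 (standard error 0.635, adjusted p = 0.0718) over the 4 libraries and 3.78 (standard error 0.709, adjusted p = 0.0274) over all 5. Gfap, the intermediate filament of astrocytes and non-myelinating Schwann cells (ENSMUSG00000020932, chromosome 11 from 102748650 to 102762226), had no reads in any McSC library, 55.8 CPM in tumor 1 and 2.18 CPM in tumor 2. It was at least 161-fold higher against McSC 1 and McSC 3 and at least 248-fold higher against all 3, but did not pass limma (adjusted p = 0.230 over the 4 libraries and 0.113 over all 5).

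Of 61 measured neuronal genes, 1 rose over the 4 libraries (Gfra3; 19 rose and 2 fell when adjusted over the list alone). All 5 libraries together gave 18 that rose, 2 that fell (Epha4 and Sema3c, named after their values were seen) and 41 that did not pass (21 and 2 when adjusted over the list alone). Unc5c, a netrin receptor of axon guidance (ENSMUSG00000059921, chromosome 3 from 141128528 to 141497888), and Kif5c, a neuronal kinesin (ENSMUSG00000026764, chromosome 2 from 49474818 to 49630298), stood at 57.9 ± 8.76 and 17.4 ± 3.62 CPM (SD, n = 2) in tumors and at 0.109 CPM or less in every McSC library. Their adjusted p was 0.0536 and 0.0727 over the 4 libraries and 0.0112 and 0.0129 over all 5. By camera the list was higher in tumor (adjusted p = 7.24e-04 over the 4 libraries and 3.65e-04 over all 5; adjusted p = 0.322 with an estimated correlation). Schwann cell markers moved in part with these genes, 3 of 14 rising over the 4 libraries (7 when adjusted over the list alone) and 5 over all 5 (6 when adjusted over the list alone), and 3 of the 14 are on the neuronal list. Erbb3, a neuregulin receptor on that Schwann list, fell over all 5 libraries (adjusted p = 0.0666 over the 4 libraries and 0.0146 over all 5), a call that ended without McSC 1 (adjusted p = 0.106) and without McSC 3 (adjusted p = 0.0628). Limma called 0 Schwann markers higher without McSC 1 (7 at an unadjusted p under 0.05, with no count by another tool), and 2, 3 and 3 without McSC 3, tumor 1 or tumor 2. As a whole the Schwann list did not pass camera (adjusted p = 0.0647 over the 4 libraries and 0.119 over all 5), but was higher by fgsea (adjusted p = 2.10e-04) and fry (adjusted p = 0.00889). By edgeR's quasi-likelihood test Nes and Ngfr were higher over the 4 libraries (adjusted p = 0.0199 and 0.0365), but not Gfap and Tubb3 (adjusted p = 0.0773 and 0.178). Over all 5 libraries that test called Nes, Ngfr and Gfap higher (adjusted p = 0.0121, 0.0326 and 0.0493) but not Tubb3 (adjusted p = 0.0993). Without McSC 1 and without McSC 3, limma's adjusted p of Nes was 0.0831 and 0.0483, that of Tubb3 0.152 and 0.0949, and that of Ngfr 0.107 and 0.0783. The number of neuronal genes that rose was 0 without McSC 1 by limma (24 at an unadjusted p under 0.05, with no count by another tool), and 3, 17 and 20 without McSC 3, tumor 1 or tumor 2.

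**Figure D3:**
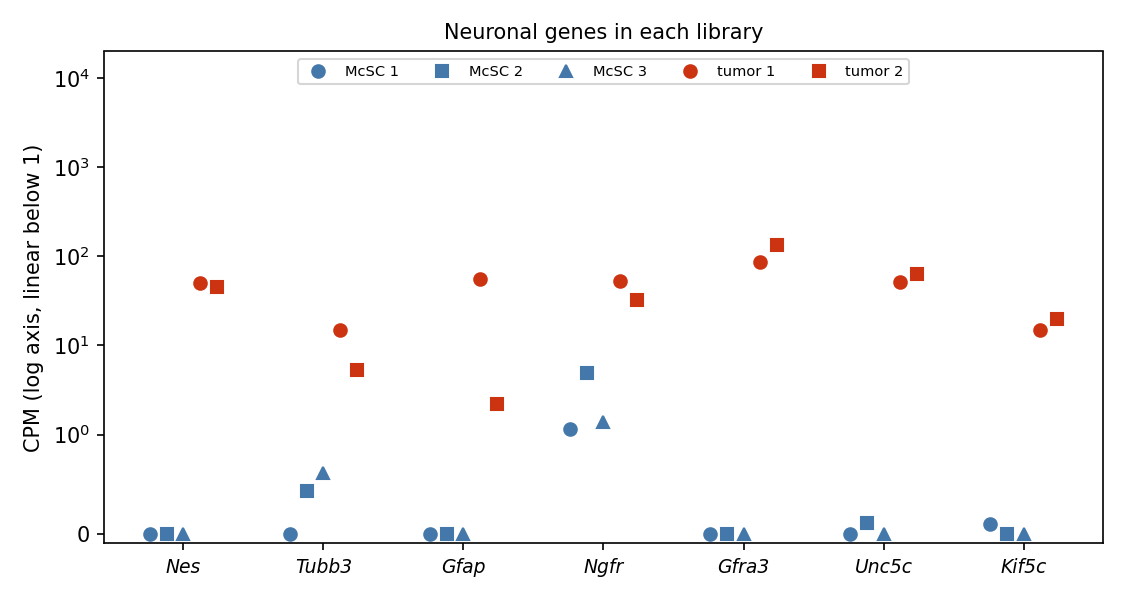
CPM of 7 neuronal genes in each library, on a log axis that is linear below 1 CPM. Points are single libraries, blue for McSC and red for tumor. Gfap stands at 55.8 CPM in tumor 1 and 2.18 CPM in tumor 2, while Nes stands at 50.1 and 45.1 CPM.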

Consistent with our 30 day in vivo phenotypic analysis (Fig. 4g), neuronal markers including *Nestin*, *Tubb3*, *Gfap* and *Ngfr* were upregulated in tumors, again a noted feature of human melanomas (Fig. 5e–g). This was coupled to the downregulation of melanocytic genes (Fig. 5g). 

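Of 24 measured melanocytic genes, Rab38 and Mreg fell over the 4 libraries, and Rab38, Mreg and Syngr1 over all 5 (2 and 3 when adjusted over the list alone). The log2 fold change was negative for 18 of the 24 over the 4 libraries, with a median of -1.39, and for 19 over all 5, with a median of -2.44. At an unadjusted p under 0.05, limma had 1 higher and 4 lower over the 4 libraries, and 0 higher and 9 lower over all 5. Without McSC 1 it called 0 lower (13 at an unadjusted p under 0.05), and without McSC 3 it called 1 (4 unadjusted). Rab38, a GTPase that sorts pigment enzymes to melanosomes (ENSMUSG00000030559, chromosome 7 from 95578783 to 95639976), stood at 394 and 362 CPM in McSC 1 and McSC 3, 269.8 CPM in McSC 2 and 9.41 ± 4.13 CPM (SD, n = 2) in tumors. Its log2 fold change was -5.24 (standard error 0.425, adjusted p = 0.0432) over the 4 libraries and -5.08 (standard error 0.379, adjusted p = 0.00812) over all 5. Mreg, melanoregulin, which acts in melanosome transfer (ENSMUSG00000039395, chromosome 1 from 72205807 to 72258881), stood at 253 and 329.6 CPM in McSC 1 and McSC 3, 106 CPM in McSC 2 and 8.11 ± 1.04 CPM (SD, n = 2) in tumors (adjusted p = 0.0397 over the 4 libraries and 0.0133 over all 5). Syngr1, a vesicle protein (ENSMUSG00000022415, chromosome 15 from 79921764 to 79949931), stood at 15.3 and 132 CPM in McSC 1 and McSC 3, 187 CPM in McSC 2 and 1.41 and 0.146 CPM in tumor 1 and tumor 2 (adjusted p = 0.111 over the 4 libraries and 0.0410 over all 5).

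The 3 melanocytic genes of Fig. 5g had negative log2 fold changes that did not pass limma. Dct, dopachrome tautomerase of melanin synthesis (ENSMUSG00000022129, chromosome 14 from 118412014 to 118451468), stood at 194 and 1617 CPM in McSC 1 and McSC 3, 5469 CPM in McSC 2 and 104 and 39.1 CPM in tumor 1 and tumor 2. For Dct the log2 fold change was -3.11 (standard error 1.24, adjusted p = 0.203) over the 4 libraries and -4.21 (standard error 1.47, adjusted p = 0.121) over all 5. DESeq2's Wald test and edgeR's exact test over all 5 called Dct lower (adjusted p = 4.43e-05 and 0.00375). Of 2 tests chosen after the data were seen, each over the 4 libraries and over all 5, the likelihood ratio test called it (adjusted p = 0.00588 and 0.00173) and the quasi-likelihood test did not (adjusted p = 0.0826 and 0.0579). Mitf, the melanocyte lineage transcription factor (ENSMUSG00000035158, chromosome 6 from 97757052 to 97971352), stood at 19.6 and 159 CPM in McSC 1 and McSC 3, 195 CPM in McSC 2 and 15.4 and 40.6 CPM in tumor 1 and tumor 2. The log2 fold change of Mitf was -1.14 (standard error 1.22, adjusted p = 0.560) over the 4 libraries and -1.73 (standard error 1.14, adjusted p = 0.333) over all 5. Tyr, tyrosinase (ENSMUSG00000004651, chromosome 7 from 94574910 to 94641943), stood at 10.6 and 43.4 CPM in McSC 1 and McSC 3, 302 CPM in McSC 2 and 20.0 and 10.1 CPM in tumor 1 and tumor 2. The log2 fold change of Tyr was -0.57 (standard error 0.888, adjusted p = 0.690) over the 4 libraries and -1.82 (standard error 1.42, adjusted p = 0.407) over all 5. Pmel, the melanosome fibril protein (ENSMUSG00000025359, chromosome 10 from 128143314 to 128157294), did not pass limma either (adjusted p = 0.109 over the 4 libraries and 0.0699 over all 5). In the authors' deposited edgeR comparison the log2 fold change was -5.91 for Pmel (FDR 0.0019), -5.07 for Dct (FDR 0.0438), -2.08 for Mitf (FDR 0.160) and -2.91 for Tyr (FDR 0.0614).

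By camera the melanocytic list was lower in tumor (adjusted p = 0.00141 over the 4 libraries and 9.04e-05 over all 5, 5.40e-10 without McSC 1 and 8.82e-04 without McSC 3). With an estimated correlation this call did not hold (adjusted p = 0.463). Fry, which tests the list against no change rather than against other genes, did not pass it (adjusted p = 0.156). The McSC libraries differed in these transcripts. The 24 genes summed to 1257 and 5047 CPM in McSC 1 and McSC 3, 14913 CPM in McSC 2, and 562 and 554 CPM in tumor 1 and tumor 2. The ratio of keratinocyte to melanocytic sums was 37.2 in McSC 1, 11.1 in McSC 3 and 2.24 in McSC 2, against 0.148 and 0.162 in the tumors. Among the McSC libraries, Rab38 and Mreg were lowest in McSC 2, where the melanocytic sum was highest and the keratinocyte sum lowest (33451 CPM, against 46735 and 56096 CPM in McSC 1 and McSC 3). Without McSC 1, McSC 3, tumor 1 or tumor 2, the adjusted p was 0.0528, 0.0389, 0.00864 and 0.00448 for Rab38, 0.0961, 0.0579, 0.0712 and 0.0706 for Mreg and 0.0606, 0.117, 0.168 and 0.209 for Syngr1.

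**Figure D4:**
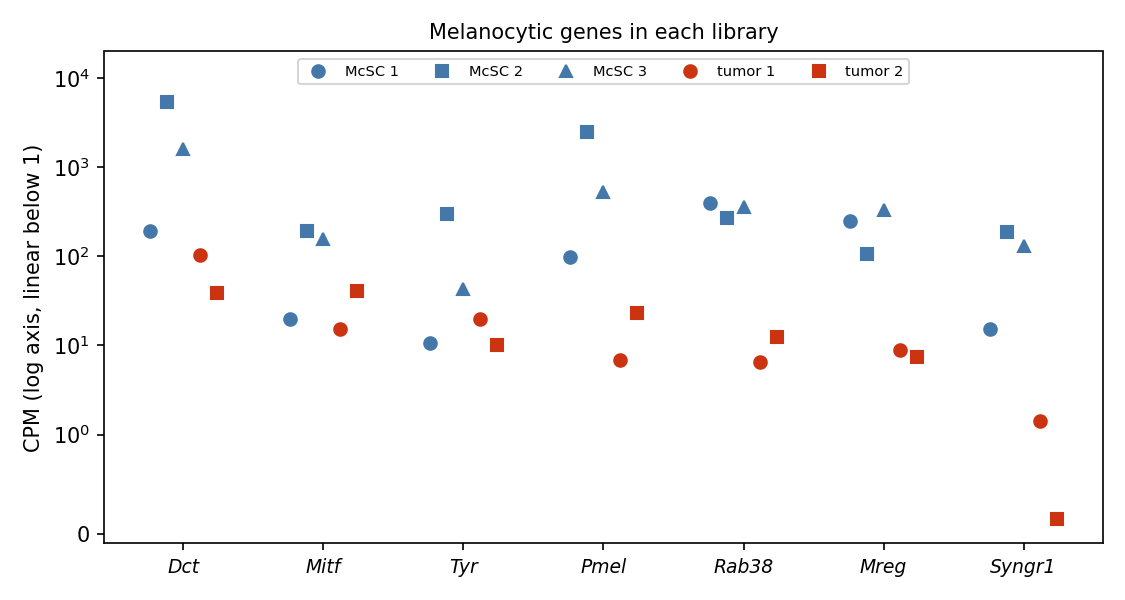
CPM of 7 melanocytic genes in each library, on a log axis that is linear below 1 CPM. Points are single libraries, blue for McSC and red for tumor. For Tyr, McSC 1 (10.6 CPM) lies within the range of the tumors (10.1 to 20.0 CPM), while for Rab38 every McSC library lies at 269.8 CPM or more.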

Immunohistochemical analyses with selected targets confirmed our RNA-seq results (Fig. 5h). These analyses confirmed that mouse McSC transformation involved downregulation of melanocytic genes, upregulation of ECM components, melanoma markers and neuronal/neural crest genes, all changes reminiscent of those observed in human melanoma.

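Of 12 measured melanoma markers, Mcam rose over the 4 libraries, and Mcam, Serpine2, Timp1 and Spp1 over all 5 (6 and 6 when adjusted over the list alone). Mcam, a melanoma cell adhesion molecule (ENSMUSG00000032135, chromosome 9 from 43942552 to 43950810), stood at 5.21 and 2.88 CPM in McSC 1 and McSC 3, 7.93 CPM in McSC 2 and 147 ± 17.2 CPM (SD, n = 2) in tumors. Its log2 fold change was 4.91 (standard error 0.458, adjusted p = 0.0494) over the 4 libraries and 4.62 (standard error 0.501, adjusted p = 0.0129) over all 5. S100b, a calcium-binding protein of neural crest derivatives (ENSMUSG00000033208, chromosome 10 from 75716598 to 75723904), stood at 0.0966 and 14.6 CPM in McSC 1 and McSC 3, 23.3 CPM in McSC 2 and 105 ± 24.5 CPM (SD, n = 2) in tumors. The log2 fold change of S100b was 4.66 (standard error 1.45, adjusted p = 0.136) over the 4 libraries and 3.81 (standard error 1.44, adjusted p = 0.142) over all 5. Sox10, a transcription factor of neural crest and melanocytes (ENSMUSG00000033006, chromosome 15 from 78985343 to 78994920), stood at 0.579 and 62.6 CPM in McSC 1 and McSC 3, 61.8 CPM in McSC 2 and 32.2 and 41.7 CPM in tumor 1 and tumor 2 (adjusted p = 0.545 over the 4 libraries and 0.721 over all 5). The log2 fold change was 1.91 over the 4 libraries and 1.03 over all 5, but -0.75 without McSC 1 and -0.11 and -0.098 by DESeq2's Wald test and edgeR's exact test over all 5.

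By camera the melanoma markers were higher in tumor (adjusted p = 0.0131 over the 4 libraries and 0.0445 over all 5; adjusted p = 0.482 with an estimated correlation). The call over all 5 libraries also ended with log2(CPM + 0.1) (adjusted p = 0.0731) and with a filter at 10 reads in every sample of 1 group (adjusted p = 0.0603). Without McSC 1, McSC 3, tumor 1 or tumor 2, 1, 2, 1 and 2 of the markers rose, the list's adjusted p by camera was 0.0484, 0.0149, 0.332 and 0.597, and the adjusted p of Mcam was 0.0820, 0.0389, 0.0468 and 0.0386. The 2 engineered genes moved in opposite directions over all 5 libraries. Pten, the deleted tumor suppressor (ENSMUSG00000013663, chromosome 19 from 32831987 to 32900650), stood at 140.5 and 158 CPM in McSC 1 and McSC 3, 180.4 CPM in McSC 2 and 60.6 ± 0.796 CPM (SD, n = 2) in tumors (adjusted p = 0.0836 over the 4 libraries and 0.0268 over all 5). Braf, the mutated kinase (ENSMUSG00000002413, chromosome 6 from 39553236 to 39675462), stood at 109 and 73.8 CPM in McSC 1 and McSC 3, 118 CPM in McSC 2 and 254 ± 34.5 CPM (SD, n = 2) in tumors (adjusted p = 0.0899 over the 4 libraries and 0.0470 over all 5). Without McSC 1, McSC 3, tumor 1 or tumor 2, the adjusted p was 0.107, 0.0719, 0.0519 and 0.0448 for Pten and 0.129, 0.0790, 0.163 and 0.111 for Braf. From the ECM, neural crest, neuronal and melanocytic genes of Fig. 5e–g, together with immunohistochemistry of selected targets (Fig. 5h), the paper concludes that McSC transformation involves lower expression of melanocytic genes and higher expression of ECM components, melanoma markers and neuronal or neural crest genes, and it likens these changes to those of human melanoma.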

### Phenotypic heterogeneity in McSC-derived melanomas

To assess the heterogeneity of the McSC-initiated murine melanomas after phenotypic switch, we transplanted McSCs from Tyr-CreER:Braf:Pten:Tomato mice, induced transformation and compared gene expression of resultant melanoma cells from 3 recipients to untransformed McSCs by single cell RNA-seq (Fig. 5a). Cells segregated into 7 clusters with unsupervised clustering using Seurat analysis (Supplementary Fig. 11a–c). Two very small clusters include contaminating macrophages and keratinocytes and were excluded from the analyses (Supplementary Fig. 11d, e). Among the 5 major clusters, we found that wildtype McSCs (red) clustered into one population, suggesting that McSCs are relatively homogeneous compared with McSC-derived melanoma cells (cyan) which clustered into 4 distinctive groups (Fig. 6a, b). Little overlap was observed between normal McSC and tumor groups indicating significant transcriptional changes. Overall, all 4 melanoma clusters showed reduced expression of melanocytic markers like *Dct*, *MITF* and *Pmel*, along with elevated expression of melanoma markers (*S100b*, *MCAM* and *Sox10*) and neuronal and neural crest markers (*Nestin*, *Tubb3* and *Ngfr*) (Supplementary Fig. 12a). Our single cell RNA-seq analyses also revealed that enrichment of signatures identified by bulk analysis, including ECM-interaction pathway, neural crest signatures and neuronal differentiation signatures, were identified in all 4 tumor clusters, indicating a global shift in their expression (Table 1).

**Fig. 6:**
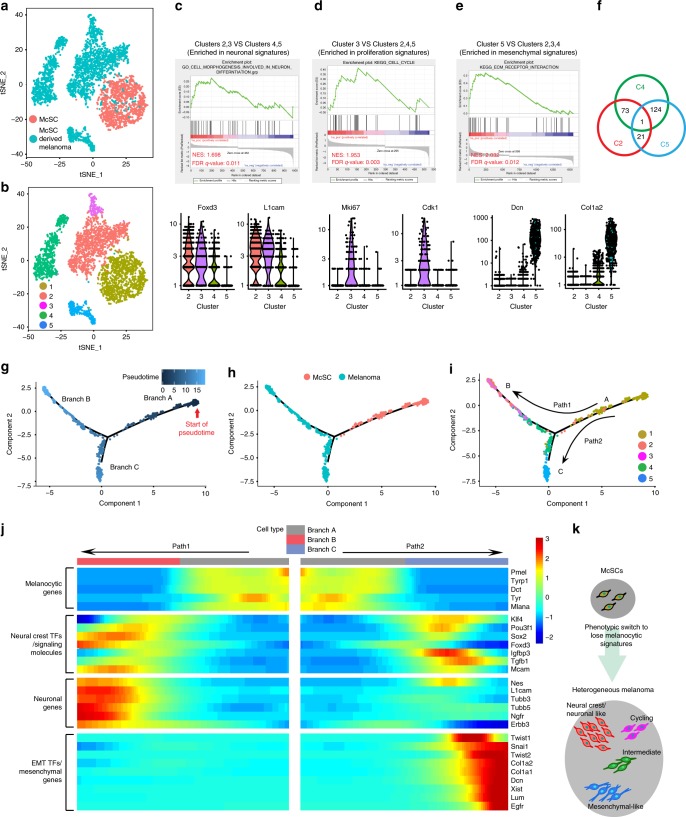
Single cell RNA-seq analyses reveal heterogeneity within a McSC-derived melanoma. **a, b** t-SNE plots showing the segregation of single cells into 5 clusters based on unbiased clustering. **a** shows the original identity of cells (McSC: red; tumor: cyan), **b** shows the 5 clusters. Because *Tyr* and *c-Kit* promoters target the exact same population of follicular McSCs, we chose to do RNA-seq with McSCs isolated from only one of them. **c** GSEA plot showing neuronal signatures enriched in cluster 2 and 3 compared to cluster 4 and 5 (Top). Violin plots show the distribution of specific neuronal genes in 4 tumor clusters (Bottom). **d** GSEA plot showing proliferation signatures enriched in cluster 3 compared to clusters 2, 4, and 5 (Top). Violin plots show the distribution of specific proliferation markers in 4 tumor clusters (Bottom). **e** GSEA plot showing mesenchymal signatures enriched in cluster 5 compared to clusters 2, 3, and 4 (Top). Violin plots show the distribution of specific mesenchymal genes in 4 tumor clusters (Bottom). **f** Diagram showing that among the top 400 enriched genes in each cluster, cluster 4 shares 73 common genes with cluster2 and 124 genes with cluster5, while cluster 2 and 5 only share 21 genes. **g**–**i** Plots showing monocle-generated pseudo-temporal trajectory. **g** is colored by pseudotime in a gradient from dark to light blue and start of pseudotime is indicated, **h** is colored by the original identify of cells, **i** is colored by the 5 clusters shown in **b**. Pseudotime ordering on McSCs and melanoma cells arranged them into 3 branches (A, B and C) and 2 paths (A to B, A to C). **j** Branched heat map showing changes of gene expression along pseudotime in both paths. The beginning of pseudotime (branch A) is in the middle of the heatmap. The path from branch A to B along pseudotime is plotted from the middle of the heatmap to the left, while the path from branch A to C is from the middle to the right. The color scale illustrates the normalized gene expression across cells. **k** Schematic model illustrating the transformation of McSCs with oncogenic mutations into heterogeneous melanoma. TFs transcription factors, EMT epithelial-mesenchymal transition, McSC melanocyte stem cell, C Cluster

**Table 1:** Heterogeneous clusters of melanoma cells share common signatures

GSEA catogeries	Cluster2		Cluster3		Cluster4		Cluster5	
	NES	FDR q-value	NES	FDR q-value	NES	FDR q-value	NES	FDR q-value
KEGG_ECM_RECEPTOR_INTERACTION	2.410	0.000	2.280	0.000	1.930	0.001	2.430	0.000
LEE_NEURAL_CREST_STEM_CELL_UP	2.160	0.000	2.040	0.000	1.950	0.001	2.650	0.000
GO_CELL_MORPHOGENESIS_INVOLVED_IN_NEURON_DIFFERENTIATION	2.020	0.000	1.810	0.000	1.970	0.003	1.060	0.391

GSEA results of genes enriched in each cluster of melanoma cells (clusters 2–5) compared to the non-transformed McSCs (cluster1). All 4 tumor clusters (2–5) showed enrichment in the 3 key signatures observed by bulk RNA-seq (Fig. 5). NES normalized enrichment score

We also found that Clusters 2 and 3 were most enriched in a larger set of neural crest/neuronal signatures, such as *Foxd3* and *L1cam* (Fig. 6c; Supplementary Data 1). Cells in Cluster 3 also highly expressing cell cycle genes (Fig. 6d; Supplementary Data 1). By assigning cell cycle scores to each cell based on its expression of S and G2/M phase markers, we found that only Cluster 3 was enriched in cells with high S and G2/M scores (Supplementary Fig. 12b, c), suggesting that this small population of tumor cells could be responsible for tumor growth, presumably giving rise to cells in at least some of the other clusters. Cluster 5, with the lowest expression of neuronal genes, was most enriched in mesenchymal gene signatures (Fig. 6e; Supplementary Data 1). Cluster 4 appeared to be an intermediate population, sharing 124 genes with cluster5 and 73 genes with cluster2 of the top 400 enriched genes in each cluster (Fig. 6f; Supplementary Data 1). Immunohistochemical examination of 10 distinct tumors showed that in most of the tumors, Tomato^+^ tumor cells express melanocytic markers Dct and MITF, neuronal markers Nestin, Tubb3 and Gfap, mesenchymal marker Pdgfra and proliferation marker Ki67 (Supplementary Fig. 12d).

Interestingly, compared to clusters 2 and 3, clusters 4 and 5 melanoma cells were enriched in a gene set previously identified in metastatic melanoma cells from patients (Supplementary Fig. 13a)^58^. This set includes genes related to stress response, invasion and resistance to treatment with MAPK inhibitors^58^. Of note, one gene in this cluster, *SerpinE2* has recently been characterized as a marker of slow cycling cells in human melanoma that is most metastatic^59^. We found that most melanoma cells expressed *Axl*, a key marker gene for resistance to targeted therapy in human melanoma, whose expression is mostly exclusive from *Mitf*^+^ cells, consistent with previous human melanoma report (Supplementary Fig. 13b)^58,60^. Wnt and Edn pathway related genes were expressed by very few melanoma cells, suggesting that these pathways may not be required for tumor maintenance (Supplementary Fig. 13c).

To understand relatedness between clusters, we reconstructed pseudo-temporal trajectories of tumors and McSCs using Monocle. We found three main branches (A–C) (Fig. 6g–i). Branch A composed primarily of McSCs which we anticipate as the initiation site (Fig. 6g, h). Cluster4 was observed at the branching point leading to either clusters 2 & 3 with high neural crest/neuronal (Path1) gene expression or cluster5 with a strong mesenchymal (Path2) signature, suggesting that cluster4 may represent a transition state (Fig. 6i). Branched heatmap (trajectory initiation is at central location) plotted selected gene expression along pseudotime (Fig. 6j). Melanocytic genes was observed along branch A and lost in B and C. At the initiation point of branch B and C, neural crest transcription factors (TFs), such as *Sox2*, *Foxd3*, *Klf4* and *Pou3f1* and signaling molecules were upregulated. Some of these TFs and neuronal genes continue to upregulate along branch B, while in branch C, they were downregulated, followed by the upregulation of EMT transcription factors, such as *Twist1* and *Snai1* and mesenchymal genes. These data show that the transcriptional heterogeneity inherent to human melanoma, along with many of its features, is found in McSC-derived murine melanoma (Fig. 6k).

## Discussion

Despite enormous progress in our understanding of melanoma, the cellular origin of this disease remains poorly understood. Two obstacles have hampered our progress in this area: (1) the lack of specific *CreER* lines that can unequivocally mark melanocyte stem cells; and (2) a seemingly poor resemblance of mouse melanoma models to human melanoma. In using the *c-Kit-CreER* model for McSC-specific Braf:Pten activation, we were able to develop a melanoma mouse model resembling some of the key features of human melanoma. In agreement with Moon et al., we observed that tumorigenic McSCs give rise to epidermal melanomas^5^. However, Moon et al. implicated that a second hit, in this case UVB irradiation, was a requisite for formation of epidermal melanoma whereas we have demonstrated that McSCs can give rise to epidermal melanoma during normal onset of hair regeneration (Supplementary Fig. 14). Further, we have identified the niche factors involved in this process. Wnt and Edn ligands, paracrine niche factors that drive normal melanocyte differentiation during anagen^42,43^, can also fuel the transformation of McSCs into melanoma.

The microenvironment is known to play important roles in tumor initiation, progression and metastasis. Most studies have focused on how niche signals regulate behaviors of tumor cells, and the role of the microenvironment in stem cell to tumor cell transformation remains under-evaluated. Clinical observations revealed that normal donor hematopoietic cells transplanted into leukemia patients can become leukemic, indicating that an abnormal HSC niche could initiate hematopoietic malignancy^61^. This was supported by experiments in which the transplantation of normal hematopoietic cells into retinotic acid receptor gamma (Rary) deficient mice developed myeloproliferative-like disease, whereas transplantation of Rary-deficient hematopoietic cells into wildtype mice did not^62^. A recent study has further demonstrated that carcinogen-driven Bmp2 upregulation by the breast SC niche can induce the transformation of a nonmalignant mammary epithelial cell line into luminal breast tumors^63^. Although oncogenic SCs may also hijack normal niche signals, this has proven difficult to test in vivo in part due to the cellular complexity of the niche. The McSC system is unique in that McSC renewal and differentiation is driven by surrounding epithelial SCs, which can be genetically targeted for analysis^42,44,64^. Additionally, unlike most SC systems, the regenerative events of McSCs and their niche cells are synchronized and therefore easier to modulate.

A traditional view in cancer biology is that tumorigenesis recapitulates embryonic development^19^. This concept has been validated in the zebrafish model, in which Kaufman et al. showed that loss of melanocyte signatures and emergence of neural crest signatures precede the expansion of melanoma^48^. In agreement with this concept, our study showed that transformed McSCs may overcome the restrictions of their adult lineage and re-acquire the plasticity of their embryonic neural crest lineage origin. Nevertheless, our model shows that such a phenotypic change occurs after epidermal melanoma expansion and subsequent invasion into the dermis, instead of being the initial step for transformation. We speculate that the observed difference may be due to differing microenvironment and structural features in zebrafish scales and mammalian skin.

Phenotypic switching is a well-known phenomenon in human melanoma and is thought to underlie the phenotypic intra-tumor heterogeneity and resultant drug resistance of an established melanoma^4,17^. Human melanoma heterogeneity has been studied at the transcriptional level in 19 patient-derived melanoma tumors analyzed by single cell RNA-seq^58^. In this work, the intra-tumoral heterogeneity correlated with 1) segregation of proliferative and dormant cells; 2) heterogeneity of *Mitf*^+^/*Axl*^**−**^ and *Axl*^+^/*Mitf*^**−**^ populations resistant to MAPK inhibitor therapy; 3) Identification of a cluster of enriched genes related to stress response, therapy resistance and migration. In our single cell analysis of McSC-derived tumors, we observed all 3 conditions, suggesting that our SC-derived tumors phenocopy heterogeneous human melanoma populations. In the clinic, lack of response to therapies frequently correlates with tumor heterogeneity in which cell subsets respond unequally to therapy. We predict that the melanoma tumor in our model is resistant to Braf inhibitors, such as Vemurafenib/Dabrafenib given the fact that most of melanoma cells in our tumor is *Axl*^+^/*Mitf*^−58^.

The comparison of our *c-Kit-CreER* and *Tyr-CreER* driven melanoma models suggest that dermal melanocytic cells may also be a source of melanoma. The exact distribution, composition and characteristics of dermal melanocytes are not well studied. Yet, it is noteworthy that the presence of dermal stem cells with the ability to regenerate melanocytes have been identified^65,66^, and their melanoma-forming capacity has been postulated^67–69^. Future studies identifying specific tool to target dermal melanocytes/stem cells is needed to determine their ability to form melanoma. Another intriguing question is whether fully differentiated melanocytes can produce melanoma^5,6^. A previous important observation suggests that pigmented epidermal melanocytes produce dermal melanoma in the tail skin of Tyr-CreER:Braf:Pten mice. The development of definitive genetic tools to specifically trace differentiated melanocytes during tumorigenic transformation and dermal invasion may effectively validate such observations in the future.

## Methods

### Mice

All animal experiments were performed in compliance with all relevant ethical regulations for animal testing and research and in accordance with animal protocols approved by the Institutional Animal Care and Use Committee (IACUC) at New York University (NYU) School of Medicine.

*C-Kit-CreER* mice were obtained from Dr. Dieter Saur^25^. *Tyr-CreER*^8^, *Tyr-CreER;Braf* ^*CA/+;*^*Pten* ^*fl/fl*7^, *R26R-Tomato*^38^, *R26R-mTmG*^26^, *K14-rtTA*^46^, *tetO-Edn1-lacZ*^47^, and J:NU mice were purchased from The Jackson Laboratory. *Dct-rtTA; tetO-H2B-GFP* (iDCT-GFP) mice were obtained from NCI Mouse Repository^37^. *β-catenin* ^*fl(ex3)/+*^ (β-cat-STA) mice were from Dr. M. Mark Taketo^45^. Mice were bred and crossed in-house to obtain experimental and control animals in mixed backgrounds. Mice of both genders were used in all experiments, except for immunodeficient J:NU mice, which were all females.

To induce Cre recombination, Tamoxifen (TAM) (Sigma-Aldrich) treatment was performed by intraperitoneal (i.p.) injection (0.1 mg/g body weight) of a 20 mg/ml solution in corn oil per day^70^ except for one experiment (Fig. 4j–m) in which mice were topically treated with 4-hydroxytamoxifen (4HT-TAM) (Sigma-Aldrich). Mice driven by *c-Kit-CreER* were injected with TAM for 3 days, mice driven by *Tyr-CreER* were injected with TAM for 3 or 7 days (see experiment scheme for each experiment), immunodeficient nude mice transplanted with McSCs were injected TAM for 7 days. Topical administration of 4-HT was conducted by preparing a 50 mg/ml solution of 4-HT in dimethylsulfoxide (DMSO). In total 10 μl of the 4-HT solution was topically applied on a defined area of 2 × 2 cm on the depilated back skin daily for 3 days.

Mice that contain tetracycline-inducible transgenes were given doxycycline (1 g/kg; BioServ) containing diet. For BrdU administration, mice were injected daily intraperitoneally during indicated periods with 10 mg ml^−1^ BrdU (Sigma) solution in PBS at 50 μg/g body weight^54^.

To experimentally induce the synchronized hair follicle cycle, hair depilation was performed during telogen phase (3 weeks or 7 weeks old) to induce anagen phase. We applied hair removing wax (Sally Hansen) to dorsal skin and gently peeled it off or physically plucking hair by hand. Skin biopsies were obtained from back skin of mice at various time points after treatments. Mice are anesthetized by inhalation of isoflurane during both procedures.

### Skin grafting

Full-thickness skin grafting was performed as published with slight modifications^71^. Donor mice were injected TAM for 3 days at 3 weeks old. At 1 day after last TAM treatment, both donor and recipient mice were anesthetized by inhalation of isoflurane. A piece of 1.5 cm × 1.5 cm full-thickness back skin was excised with surgical scissors from donor mice and spread onto a sterile gauze soaked with PBS. A piece of 1.5 cm × 1.5 cm skin was excised from the back of recipient mice. The donor skin was then placed and sutured onto the recipient mice by 8 interrupted sutures of 6–0 silk (Ethilon). Skin biopsies were obtained from grafted skin of mice at least 10 days after grafting.

### Immunofluorescence

For paraffin sections, tissue (skin, tumor or lymph node) excised from mice was fixed overnight in 4% paraformaldehyde (PFA) at 4 °C. After sequential dehydration in increasing concentrations of ethanol and xylene, the tissue was embedded in paraffin. Paraffin sections were cut at 6 μm, deparaffinized and microwaved in 10 mM Tris and 1 mM EDTA (pH 8.0) for antigen retrieval. Tissue sections were then incubated with the primary antibodies listed below for 2 h at room temperature or overnight at 4 °C in PBT (PBS + 0.1% Triton-X100) + 10% FBS, followed by Alexa 488– or 594–conjugated secondary antibodies (1:200; Thermo Fisher #A-11055, A-11058, A-21206, A-21207, A-21202, A-21203, A-11039 or A-21208). Following primary antibodies were used: goat anti-Dct (1:100; Santa Cruz #sc-10451), rabbit anti-GFP (1:400; Abcam #ab290), chicken anti-GFP (1:400; Abcam #ab13970), rabbit anti-S100b (1:100; Dako #Z0311), goat anti-sox10 (1:00; Santa Cruz #sc-17342), mouse anti-β-catenin (1:400; Sigma #C7207), rabbit anti-Ki67 (1:100; Abcam #15580), Mouse anti-Tubb3 (1:1000; Biolegend #801201), Rabbit anti-Tomato (1:1000; Rockland #600–401–379), Mouse anti-Tomato (1:500; Thermo Fisher #MA5–15257), rabbit anti-Keratin14 (1:300; Covance #PRB-155P), mouse anti-E-cadherin (1:500; BD Biosciences #610181), rat anti-BrdU (1:100; Abcam #ab6326), rabbit anti-MCAM (1:100; Abcam #75769), rabbit anti-GFAP (1:100; Dako #Z0334). Incubation of three other primary antibodies, mouse anti-Nestin (1:100; Abcam #ab6142), mouse anti-MITF (1:100; Abcam #ab12039) and rabbit anti-pAKT XP (1:100; Cell Signaling #4060 S) were followed by incubation with biotin-conjugated secondary antibodies (1:100; Vector Laboratories #BA-2000 or BA-1100), and then streptavidin conjugated to 488– or 594– (1:200; Thermo Fisher # S32354 or S32356) was used as the final amplification step. For Tomato/BrdU double color immunofluorescence, the Tomato was stained first, and then the slides were treated with 2 N HCL for 1 h at 50 °C and then stained BrdU.

Immunofluorescence was also performed on formalin-fixed, paraffin-embedded human melanoma samples. The samples were obtained from Interdisciplinary Melanoma Cooperative Group (IMCG) biospecimen database of New York University (NYU) Langone Medical Center and evaluated by an attending pathologist as superficial-spreading melanoma. The samples that contain a few dermal invasions (invasive radial growth phase) were used for analysis.

For frozen sections, skin tissues were fixed in 4% PFA for 10 min at 4 °C and then embedded in OCT compound (Sakura) and stored immediately at −80 °C. In total 10 μm sections were made and incubated with primary antibodies listed below in PBT + 10% FBS for 2 h at room temperature. After incubation with Rat anti-c-Kit (1:100; BD Biosciences #553868) or Rat anti-Pdgfra (1:100, eBioscience #14–1401–82) primary antibody, the sections were incubated with biotin-conjugated secondary antibody (1:100; Vector Laboratories #BA-9400) for 1 h and then streptavidin conjugated to Alexa 647 (1:200; Thermo Fisher #S32357) for 30 min. After incubation with Biotin anti-mouse CD45 (1:100; Biolegend #103103) primary antibody, the sections were incubated with then streptavidin conjugated to Alexa 647 (1:200; Thermo Fisher #S32357) for 30 min.

Sections were counterstained with 4′,6-diamidine-2′-phenylindole dihydrochloride (DAPI). All immunofluorescence were analyzed and photographed with a Nikon Eclipse Ti microscope. The images were processed using NIS-Elements software and Adobe Photoshop.

### X-gal staining

Skin tissue was fixed in 4% PFA for 30 min at 4 °C and processed for β-galactosidase activity overnight at 37 °C and samples imaged using a Nikon Eclipse Ti microscope.

### McSCs isolation

Mice were sacrificed and their fur clipped. Mice were then rinsed in betadine, followed by 70% ethanol. Scalpel blades were used to remove subcutaneous fat and skin was rinsed in PBS and cut into 0.5 cm×0.5 cm pieces, followed by incubation in 0.25% Trypsin for 2 hr at 37 °C. Epidermis was separated from the dermis using forceps and scalpel blades and the epidermis was chopped finely and transferred into Media A (DMEM, 10% FBS, 1x penicillin/streptomycin). The epidermal and McSC mixture was stirred at room temperature (RT) for 20 min. The obtained McSC suspension was filtered through a 70 µm nylon filter and centrifuged at 200 × g for 7 min and resuspended in Media A.

### McSC transplantation into nude mice

Aliquot of McSC suspension were stained with Rat anti-c-Kit (1:100 in PBS + 10% FBS) for 15 minutes at room temperature and washed twice in PBS. Followed by incubation with biotinylated secondary antibodies (1:100) at RT for 15 min and then incubated with streptavidin-conjugated Alexa 594 (1:200) for 15 min at RT. Cells were counterstained with DAPI and live melanocytes were identified and quantified based on c-Kit positivity. In total 2.5 × 10^4^ melanocytes were combined with the neonatal epidermal (1 × 10^6^ cells) and dermal (1 × 10^7^ cells) cells from wildtype albino neonates that were prepared according to previous report^72^. The mixture of cells was centrifuged at 200 × *g* and pellet was re-suspended in 30 µL of Media A and the cellular suspension was injected subcutaneously into nude mice^54^. Nude mice were injected TAM for 7 days immediately after McSC transplantation. The tumors were harvested at 47 days after transplantation.

### Tumor preparation for RNA extraction and bulk RNA-seq

Tumors from transplantation assays were collected in Media A and minced finely with a scalpel. Tumors were dissociated by agitation in Media A with 0.35% Collagenase I (Worthington) for 1 h at 37 °C, followed by filtering through 100 μm cell strainer to obtain single cell suspension. Tomato^+^ cells were isolated by cell sorting on Beckman Coulter MoFlo cell sorter or Sony SY3200 cell sorter. RNA was extracted from the sorted cells using RNeasy plus micro kit (Qiagen). Purified RNA samples were provided to Genome Technology Center at NYU Langone Medical Center for quality control and sequencing. Paired-end 50 bps raw reads were obtained from Illumina Hiseq-2500 sequencer, demultiplexed using Illumina bcl2fastq conversion software (1.8.4) and mapped to mouse genome (NCBI37/mm9) by using Bowtie aligner (0.12.9)^73^. Mapped reads were assigned to Ensemble gene model (Mus_musculus.NCBIM37.67.gtf) with feature count package^74^. To perform statistical analysis for significant differential expressed genes, edgeR (3.4.2)^75^ was used for the data normalization and comparison between experimental and control groups. The *p* value was adjusted with FDR method. Significant genes were selected as FDR < 0.02 and fold change > 4. The Principal Component Analysis (PCA) plot was generated using DESeq2 (1.22.2)^76^. Quality control data of bulk RNA-seq was shown in Supplementary Table 1.

### Single-cell RNA-Seq and data analysis

Tumors were dissociated into single cell suspension as mentioned above. McSC suspension from 3 telogen *Tyr-CreER:R26R-Tomato* mice and tumor cell suspension from 3 tumors derived from transplantation of McSCs from Tyr-CreER:Braf:Pten:Tomato mice and were used to isolate Tomato^+^ cells by cell sorting on Sony SY3200 cell sorter. The sorted suspensions were mixed into one sample of tumor cell suspension and one sample of McSC suspension.

The sorted cellular suspensions were loaded on a 10x Genomics Chromium instrument to generate single-cell gel beads in emulsion (GEMs). Approximately 5000–10,000 cells were loaded per channel. Single-cell RNA-Seq libraries were prepared using the following Single Cell 3′ Reagent Kits v2: Chromium™ Single Cell 3′ Library & Gel Bead Kit v2, PN-120237; Single Cell 3′ Chip Kit v2 PN-120236 and i7 Multiplex Kit PN-120262 (10x Genomics) following the Single Cell 3′ Reagent Kits v2 User Guide (Manual Part # CG00052 Rev A)^77^. Libraries were run on an Illumina HiSeq 4000 as 2 × 150 paired-end reads, one full lane per sample. Sequencing results were demultiplexed and converted to FASTQ format using Illumina bcl2fastq software. The Cell Ranger Single-Cell Software Suite was used to perform sample demultiplexing, barcode processing, and single-cell 3′ gene counting. The cDNA insert was aligned to the mm10/GRCm38 reference genome. Only confidently mapped, non-PCR duplicates with valid barcodes and UMIs were used to generate the gene-barcode matrix. Further analysis and visualization was performed using Seurat (v2.3.4), an R package containing implementations of commonly used single-cell analytical techniques, including the identification of highly variable genes, dimensionality reduction, standard unsupervised clustering algorithms, and the discovery of differentially expressed genes and markers^78^.

The Seurat object was generated from digital gene expression matrices. The parameter of Filtercells is nGene (200–1000) for McSC, nGene (200–5000) for tumor and percentage of mitochondria genes (0 to 0.1). In the standard pre-processing workflow of Seurat, we selected 4614 highly variable genes for following PCA. Then we performed cell cluster and t-SNE. Ten principal components were used in cell cluster with the resolution parameter set at 0.2, resulting in 7 clusters. We excluded two small clusters that are enriched in keratinocytes and macrophages and used the remaining cells to perform variable gene identification (4834 genes), PCA, cell clustering and t-SNE. Nine principal components were used in cell cluster with the resolution parameter set at 0.33. For pseudo-temporal analysis, digital gene expression matrices with annotations from Seurat were analyzed by Monocle v2.10.1^79^. The top 1, 500 genes with highest dispersion (variation/mean) were used to construct the pseudo-temporal trajectory.

### Gene Set Enrichment Analysis (GSEA)

For the bulk RNA-seq GSEA (Fig. 5f), genes differentially expressed between SC-derived tumor cells and non-transformed McSCs were rank-ordered from high to low based on their fold change. For single cell RNA-seq GSEA (Table 1), genes enriched in each of melanoma cell clusters (clusters 2–5) in comparison compared to McSCs (cluster 1) were rank-ordered based on fold change. For single cell RNA-seq GSEA (Fig. 6c–e), indicated melanoma clusters were compared to each other and their differentially expressed genes were rank-ordered based on fold change. We then queried these pre-ranked gene lists for their enrichment in 4 annotated gene sets acquired from The Molecular Signature Database (MSigDB): GO_CELL_MORPGOGENESIS_INVOLVED_IN_NEURON_DIFFERENTIATION, KEGG_CELL_CYCLE, KEGG_ECM_RECEPTOR_INTERACTION, and LEE_NEURAL_CREST_STEM_CELL_UP^57^, using the preranked GSEA analysis tool^80^. FDR q-value < 0.25 was deemed significant.

### Quantification and statistical analyses

The measurement of quantifications can be found in y-axis of dot plots in the figure and in figure legends. The statistical details of each dot plot can be found in the figure (n number, P value). The exact meaning of n number is described in the corresponding figure legend. Pairwise comparisons between two groups were performed by two-sided unpaired statistical analysis using Student’s *t* test. Statistical significances were considered significant if *P* < 0.05. The exact *P* value is labeled in the figure. Experimental data are demonstrated as the mean ± standard deviation (s.d.). Statistical analysis and plotting was done using Microsoft Excel and Graphpad Prism.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Source Data

## Data Availability

All RNA-seq data reported in this paper are deposited in NCBI Gene Expression Omnibus(GEO) database. The accession numbers are GSE96966 for bulk RNA-seq and GSE113502 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi] for single cell RNA-seq. The source data underlying all quantifications in Figs. 1–5 and Supplementary Figs. 1–5, 8 and 12 are provided as a Source Data file. All the other data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file.

## Code availability

All the bioinformatics analyses were performed using previously published packages with publicly available codes. Cell Ranger Single-Cell Software (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger); Seurat (https://satijalab.org/seurat/); Monocle (http://cole-trapnell-lab.github.io/monocle-release/); GSEA Broad Institute (https://software.broadinstitute.org/gsea/index.jsp).

# Supplementary material for: A novel mouse model demonstrates that oncogenic melanocyte stem cells engender melanoma resembling human disease
**Source:** Nat Commun. 2019 Nov 4;10:5023. doi: 10.1038/s41467-019-12733-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Top 200 enriched genes in each cluster of the melanoma cells identified in single cell RNA-seq analysis.

How the deposited data were processed for this re-analysis (not part of the article)

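RNA was sequenced in paired-end reads from 3 libraries of McSCs (McSC 1, McSC 2 and McSC 3) and 2 libraries of McSC-derived tumor cells (tumor 1 and tumor 2), harvested 47 days after transplantation. The authors mapped reads with Bowtie to NCBIM37 (mm9) and assigned them to Ensembl gene models with featureCounts by the methods and with HTSeq by the sample labels, which also name SAMtools and edgeR. The paper's text gives neither poly(A) selection nor strandedness for these libraries. They deposited CPM values for 17770 genes per library, and the filter behind this number is not stated. The deposited log2 fold change and the deposited mean log2 CPM of each gene come from the authors' edgeR comparison. The authors' likelihood ratio per gene is a score, and their p-value is its chi-square p with 1 degree of freedom, from which the deposited FDR follows. The 2 p-value columns were used for counts of the authors' calls alone. The labels give a mutant genotype for all 5 libraries, the paper calls the McSC donors wildtype, and grouping followed the paper.

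Within each library every CPM value was a whole multiple of the smallest one (tolerance 0.01), and every library summed to the same total, so that no scaling beyond the total is left in the values and the reads were recovered. They came to 10356589, 9202489 and 6586245 reads in McSC 1, McSC 2 and McSC 3 and to 19890091 and 20602474 reads in tumor 1 and tumor 2. The upper limit of a gene without reads, from 3 reads over the group, is 0.115 CPM for the 3 McSC libraries, 0.177 CPM for McSC 1 and McSC 3 and 0.0741 CPM for the tumors. In the table 106 genes had no reads in any library. Of the 17770 identifiers 17732 were found in the annotation at hand, and positions printed are those of the deposited table on mm9. Some named genes overlap a gene on the opposite strand (Col4a2 with Col4a1, Mmp19 with 1110012D08Rik, Braf with Ndufb2, Pmel with Dgka, Xist with Tsix, Mcam with Gm10687 and Tfap2a with Gm16989), and without the strandedness shared reads cannot be set apart.

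The plan written before the data were examined assumed counts and named edgeR's quasi-likelihood test, with limma on log2(value + 1) for a file of normalized values. Since the unit is CPM, limma was used (R 4.3.3, limma 3.58.1, empirical Bayes with a mean trend) on log2(CPM + 1) over all 17770 genes, 3 McSC against 2 tumor libraries, with Benjamini-Hochberg adjustment. DEGs had an adjusted p under 0.02 and a fold change above 4, and list members were called at an adjusted p under 0.05. Tests on the recovered reads were run as alternatives with edgeR 4.0.16 and DESeq2 1.42.0. The same limma fit without McSC 2 gives the values over the 4 libraries. It was chosen for the text after the data had been seen, from the match with Fig. 5g, although leaving out each library was planned. An exact permutation test can give no p below 0.1 for 3 libraries against 2 and none below 0.333 for 2 against 2.

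The 24 gene lists tested were written from general knowledge before the data were examined, and so were the 6 gene families, since the gene sets of the paper were not at hand. They are melanocytic genes, melanoma markers, ECM-receptor interaction, neural crest, neuronal, mesenchymal and EMT, and epithelial adhesion genes, markers of keratinocytes, fibroblasts, endothelium, pericytes and smooth muscle, macrophages and myeloid cells, lymphocytes and Langerhans cells, Schwann cells, skeletal muscle, adipocytes and erythroid cells, and proliferation, MAPK output, Wnt target, endothelin pathway, dissociation and stress, MHC class I and interferon, and ribosomal protein genes. Lists were tested with camera (preset correlation 0.01, or estimated), fgsea 1.28.0 (seed 1) and fry, adjusted over the 24 lists, and the 5 single cell cluster lists were adjusted among themselves. The families are collagens, integrins, laminins, matrix metalloproteases, ADAM and ADAMTS proteases, and keratins, tested with Fisher's exact test. These family tests were run on the main fit alone, at the DEG thresholds and at an adjusted p under 0.05 with no fold threshold. No family changed direction between these thresholds, and no other scaling was tried for them.

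Genes were named by a rule set before the data were examined. It takes every gene the paper names or shows for the bulk comparison (47 genes, of which 6 had values in the source data of Fig. 5g and count as seen), and the 10 genes with the largest positive and the 10 with the largest negative log2 fold change among DEGs with a mean log2 CPM of at least 5 and both tumors on one side of all McSC libraries. It also takes the 4 members of each list with the smallest adjusted p, and the engineered and sex-linked genes.

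Alternatives were log2(CPM + 0.1), filters at 1 CPM in 2 samples, at 1 read in any sample and at 10 reads in every sample of 1 group, DESeq2's size factors, upper quartile scaling, the Wald and exact tests, each library left out, and the replicate number as a block. TMM scaling and edgeR's quasi-likelihood and likelihood ratio tests, each over all 5 libraries and over the 4, were added after the data had been seen. The replicate numbers do not pair the libraries by the values, since the deviations of same-numbered libraries from their group means had correlations of 0.0412 and -0.0465, and no block was used in the main comparison (with it, 5 genes rose and 25 fell at an adjusted p under 0.05).

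The tests were tried on simulated data with 200 of the 17770 genes changed 4-fold (67 genes), 16-fold (67 genes) or 64-fold (66 genes). With 3 libraries against 2, limma recovered 0, 0 and 0 of these at an adjusted p under 0.05 (41.8%, 65.7% and 81.8% at an unadjusted p under 0.05) and the quasi-likelihood test 1, 29 and 42. With 2 against 2 limma recovered 0, 0 and 0 (32.8%, 61.2% and 83.3% unadjusted) and the quasi-likelihood test 0, 13 and 38. With 10 libraries a group limma recovered 38, 49 and 63 and the quasi-likelihood test 42, 54 and 59. At the sample sizes of 3 against 2 and 2 against 2, changed genes thus often did not pass in the simulated data. In the real libraries limma had 5918 genes at an unadjusted p under 0.05 over all 5. The share of changed genes, on which the adjustment depends, was thus not that of the simulation, and its recovery counts do not carry over. The single cell libraries have no table here and were left out, apart from the paper's lists of cluster genes.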

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

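The 6 tests of explanations in this part were chosen after the results they bear on had been seen, and the counts of list members and the camera tests were planned.

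Some markers of 4 cell types that the paper does not discuss as lists for the bulk libraries were above the level of the McSC libraries in tumor, while 1 fibroblast, 2 pericyte and smooth muscle and 3 macrophage and myeloid markers had negative log2 fold changes over all 5. Over the 4 libraries 7 of 18 fibroblast markers rose, as did 1 of 12 pericyte and smooth muscle markers (Rgs5). Limma called 0 of 15 endothelial and 0 of 23 macrophage and myeloid markers higher over these libraries (13 and 12 at an unadjusted p under 0.05, and 4 and 3 by edgeR's quasi-likelihood test). With all 5 libraries, 12 fibroblast, 12 endothelial and 10 macrophage and myeloid markers rose, as did 5 pericyte and smooth muscle markers (Rgs5, Pdgfrb, Abcc9, Myh11 and Acta2, the last named after its values were seen). Without McSC 1, McSC 3, tumor 1 or tumor 2, limma called 6, 11, 10 and 10 fibroblast markers higher, 0, 1, 11 and 11 endothelial markers (13, 14, 13 and 13 at an unadjusted p under 0.05), 1, 1, 6 and 6 pericyte and smooth muscle markers, and 1, 1, 7 and 9 macrophage and myeloid markers. By camera each list was higher in tumor (adjusted p = 1.58e-08 over the 4 libraries, 1.52e-08 over all 5 and 0.133 with an estimated correlation for fibroblast markers, and adjusted p = 2.46e-06 over the 4 libraries, 1.92e-07 over all 5 and 0.133 with an estimated correlation for endothelial markers). For pericyte and smooth muscle markers the values were 0.0398, 0.0207 and 0.248, and for macrophage and myeloid markers 0.00357, 2.48e-04 and 0.307. Camera's call of the pericyte and smooth muscle markers also ended without McSC 1 (adjusted p = 0.0502).

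Of the 10 genes with the largest rises over all 5 libraries under the rule of the processing summary, 8 are not among the genes the paper names for the bulk comparison. These were Apod, Ccl2, Col3a1, Cxcl5, Dcn, Fstl1, Gfpt2 and Lum (adjusted p from 0.0230 to 0.0634 over the 4 libraries and from 0.00115 to 0.0198 over all 5). The rule puts both tumors above all McSC libraries for these genes, so leaving out a library could not change the sign of their log2 fold changes.

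Keratinocyte transcripts in the McSC libraries form the first pattern. All 23 measured markers (of which Gata3 is also a gene the paper names for the bulk comparison) stood at 1 CPM or more in every McSC library. Among them were Krt15 (7737, 9365 and 5943 CPM in McSC 1, McSC 2 and McSC 3) and Krtdap (2869, 1285 and 15088 CPM in McSC 1, McSC 2 and McSC 3). RNA of keratinocytes may be their source, but this count restates the pattern, and expression by the McSCs would give it as well. A Tomato+ sort, which is meant to remove keratinocytes, is described for the tumors, while for the bulk McSC libraries the paper's text describes an epidermal suspension. Expression by the McSCs themselves is not decided. Of the 23 markers, 1 (Krtdap, a marker of differentiating keratinocytes) was among the 200 genes of the paper's single cell cluster 1, that of McSCs. That list holds only the most enriched genes, and the paper had excluded a small cluster of keratinocytes from those cells. Absence from it thus does not show that McSCs lack a transcript. If keratinocyte RNA is the source, the fall of keratinocyte and epithelial adhesion genes in tumor may in part be a difference in cell types, which these libraries leave open.

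Low melanocytic transcripts in McSC 1 form the second pattern, with sums of 1257, 14913 and 5047 CPM over 24 genes in McSC 1, McSC 2 and McSC 3. Fewer reads are argued against, since the read total of McSC 1 was 1.57 times that of McSC 3. A smaller share of melanocytic cells cannot be told apart from other causes, since 79.2% of the genes were lower in McSC 1 than in both other McSC libraries, just under the 80% set as the bound for it. Dct, one of the melanin synthesis genes, stood at 194, 5469 and 1617 CPM in McSC 1, McSC 2 and McSC 3, whereas Mreg stood at 253, 106 and 329.6 CPM in McSC 1, McSC 2 and McSC 3. No biological explanation was tested, because the labels give no difference between the McSC donors.

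Fibroblast and endothelial transcripts in the tumor libraries form the third pattern. Of 15 endothelial markers 12 rose over all 5 libraries (limma called 0 without McSC 1, with 13 at an unadjusted p under 0.05). The most abundant were Pecam1 (53.4 and 73.4 CPM in tumor 1 and tumor 2) and Eng (57.2 and 46.7 CPM in tumor 1 and tumor 2). RNA of endothelial cells may be the source, but this count restates the pattern and cannot support it. The Tomato+ sort is meant to remove such cells. The paper's single cell libraries, also sorted for Tomato+ cells, still held small clusters with contaminating macrophages and keratinocytes. Of the 15, 2 (Cdh5 and Vwf) are genes the paper names for the bulk comparison, and Vwf is also on the ECM list. Whether melanoma cells themselves expressed the fibroblast genes, among them Dcn (10331 and 18339 CPM in tumor 1 and tumor 2) and Col1a1 (10225 and 16092 CPM in tumor 1 and tumor 2), cannot be told apart from RNA of fibroblasts. Of the 18 markers, 14 were among the 200 genes of the paper's cluster 5 and 0 among those of each of clusters 1 to 4, and the origin of the cells of cluster 5 is itself the question, which the sort for Tomato+ cells does not settle from these tables. Xist, expressed in females, is also among the genes of cluster 5 (average log fold change 2.36), and the recipients were female. Since the paper's other mice were of both sexes, this gene alone does not settle it either. Both bulk tumor libraries held Xist together with Y-linked transcripts, which points to RNA of male and of female cells in each. McSC 2, which involved no recipient, held both as well, so this does not place the female RNA in recipient cells. Of the same 18, 3 are also on the ECM list (Col1a1, Col1a2 and Col3a1), 3 on the list of mesenchymal and EMT genes (Dcn, Lum and Pdgfra), and 3 among the genes the paper names for the bulk comparison (Col1a1, Col1a2 and Pdgfra).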

How the results depend on the processing

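Of the settings below, TMM scaling and edgeR's quasi-likelihood and likelihood ratio tests, each over all 5 libraries and over McSC 1, McSC 3 and both tumors (the 4 libraries), were chosen after the data had been seen. The cause of the changes below was not tested, except where fewer genes or fewer libraries were used.

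All 1310 DEGs had the same direction under each of the settings that fit single genes. They were picked for a large change in the same libraries, so this is no independent support. The counts of DEGs and of genes at an adjusted p under 0.05 stayed within 1.5 times of the values over all 5 libraries with log2(CPM + 0.1), with at least 1 read in any sample, and with DESeq2's size factors, upper quartile or TMM scaling. A filter at 1 CPM in 2 samples, which tests fewer genes, gave 1321 DEGs higher and 714 lower in tumor, and one at 10 reads in every sample of 1 group gave 1613 and 854. With the replicate number as a block, limma called 0 DEGs higher and 0 lower, and 5 genes rose and 25 fell at an adjusted p under 0.05, with 4323 at an unadjusted p under 0.05 and no other tool run with the block, which leaves 1 residual degree of freedom. DESeq2's Wald test called 1750 DEGs higher and 1258 lower (1767 genes lower at an adjusted p under 0.05), and edgeR's exact test 1716 and 867. The quasi-likelihood test called 268 and 198 (1006 and 690 at an adjusted p under 0.05), and 182 and 128 (559 and 370) over the 4 libraries. The likelihood ratio test called 2247 and 1035 (3049 higher at an adjusted p under 0.05), and 1826 and 900 over the 4 libraries.

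Leaving out 1 library at a time with limma gave 0 to 1756 DEGs higher and 0 to 315 lower, and 75 to 3046 genes that rose and 56 to 910 that fell. The values of 0 came without McSC 1 (4607 genes at an unadjusted p under 0.05) and without McSC 2 (5261, with 182 and 128 DEGs by the quasi-likelihood and 1826 and 900 by the likelihood ratio test). A lone tumor library was assumed to vary like the McSC libraries. The log2 fold changes of 7 genes that did not pass over all 5 libraries changed sign or became 0 when a library was left out, with ranges of -0.16 to 5.89 for Mmp13, -0.22 to 5.35 for Mmp12, -0.75 to 1.92 for Sox10, -1.12 to 1.39 for Xist, -0.23 to 2.66 for Alas2, -0.050 to 0.59 for Car3 and 0 to 0.73 for Hbb-b2. Of these, 2 were also negative under count tests, Xist at -0.26 by the Wald, -0.17 by the exact, -0.15 by the quasi-likelihood and -0.17 by the likelihood ratio test, and at -0.68 and -0.71 by the last 2 over the 4 libraries. Sox10 stood at -0.11, -0.098, -0.093 and -0.098 by the same 4 tests over all 5.

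Camera's calls for the melanocytic, ECM, neuronal, and mesenchymal and EMT lists held under each filter, scaling, pseudocount, block and left-out library. They ended with an estimated correlation between genes (adjusted p = 0.463, 0.255, 0.322 and 0.133), and for the melanocytic list also with fry (0.156). The call of melanoma markers as higher ended with log2(CPM + 0.1) (0.0731), the filter at 10 reads (0.0603), an estimated correlation (0.482) and without tumor 1 (0.332) or tumor 2 (0.597), and that of pericyte and smooth muscle markers without McSC 1 (0.0502) and with an estimated correlation (0.248). The neural crest list passed with fgsea (0.00336) and fry (0.0244) but not with camera under any of these settings. The camera values of the paper's single cell clusters 2 and 4 ranged over 0.130 to 0.788 and 0.0283 to 0.654 when a library was left out, with cluster 2 lower without tumor 1 or tumor 2 and cluster 4 lower without tumor 2. At an adjusted p under 0.05 with no fold threshold, the shares of genes higher in tumor also passed for laminins (0.0312) and matrix metalloproteases (0.0412), while for keratins the share was below that of all other genes (0.0280, with 12 of 39 lower).

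Counted over all values, which are the gene counts, named genes, list counts and set tests, the number that no longer passed and the number that newly passed were 6 and 1 with log2(CPM + 0.1), 1 and 7, and 2 and 8, with the filters at 1 CPM and 10 reads, 0 and 2 with at least 1 read in any sample, 1 and 4, 1 and 1, and 1 and 3, with DESeq2's size factors, upper quartile and TMM scaling, and 100 and 4 with the block. For the Wald, exact, quasi-likelihood and likelihood ratio tests they were 1 and 11, 2 and 9, 16 and 2, and 1 and 9, for the last 2 over the 4 libraries 33 and 2, and 4 and 12, and with McSC 1, McSC 2, McSC 3, tumor 1 or tumor 2 left out, 82 and 3, 68 and 1, 53 and 3, 33 and 3, and 27 and 6, each in the same direction. Depth limits the values of genes near 1 read, which is 0.152 CPM in McSC 3 and 0.0485 CPM in tumor 2.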

Differences from the paper's values

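No explanation is tested in this part. The alternatives were set before the data were examined, except TMM scaling and edgeR's quasi-likelihood and likelihood ratio tests, each over all 5 libraries and over McSC 1, McSC 3 and both tumors (the 4 libraries), which were chosen after the values had been seen.

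For Tubb3 the paper's log2 fold change, from the source data of Fig. 5g, is 5.24, whereas on log2(CPM + 1) it was 2.98 over the 4 libraries, the set that Fig. 5g matches, and 2.92 over all 5. Alternatives set before the data were examined are given over all 5 libraries. Tubb3 lay within its error of the paper's value with log2(CPM + 0.1) (4.75) and DESeq2's Wald test (4.84). With edgeR's exact test, which gives no error of its own, the value (4.85) lay within limma's error of 0.616. Tubb3 lay outside its error of the paper's value with each filter (1 CPM in 2 samples, at least 1 read in any sample, 10 reads in every sample of 1 group). The same held with DESeq2's size factors, upper quartile scaling, the replicate block (3.07) and any 1 library left out (2.26 to 3.59). Of the tests chosen after seeing the values, the quasi-likelihood test gave 4.98 over the 4 libraries and 4.87 over all 5, and the likelihood ratio test 4.96 and 4.85. Of the 43 genes named for the bulk comparison whose FDR in the authors' deposited table is under 0.05, the quasi-likelihood test drops 13 (Mmp13 through its filter) and 10 at an adjusted p under 0.05, and the likelihood ratio test 2 and 1. Over the 4 libraries the log2 fold changes of the likelihood ratio test lay 0.234 to 0.332 below the paper's for all 6 genes of Fig. 5g. For Dct, Mitf, Tyr and S100b, limma's values lay within their error of the paper's over the 4 libraries and over all 5, and for Nes the paper's value is not below the lower bound found here. With McSC 2 included, unlike in the set that Fig. 5g matches, some values over all 5 libraries differed from the paper's. With DESeq2's Wald test these were Dct (-4.99, the paper's being -3.53) and Tyr (-2.81, the paper's being -0.697). Judged by limma's error, the value of edgeR's exact test differed for Tyr (-2.84) but not for Dct (-4.99). With McSC 2 but without McSC 1, limma's values differed from the paper's for Dct (-5.52), Mitf (-2.76, the paper's being -1.46), Tyr (-2.92) and S100b (2.43, the paper's being 4.03). The paper's own FDR in Fig. 5g is 0.138 for Dct, 0.479 for Mitf and 0.862 for Tyr, and 0.0443 for S100b, 0.0588 for Tubb3 and 9.93e-07 for Nes.

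Of 47 genes that the paper names or shows for the bulk comparison, 19 passed limma at an adjusted p under 0.05 over the 4 libraries (17 higher in tumor and 2 lower) and 37 over all 5 (34 higher and 3 lower). The quasi-likelihood test passed 30 over the 4 libraries and 33 over all 5, the likelihood ratio test 42 and 42, and over all 5 the Wald test 42 and the exact test 42. By limma the number that passed was 11, 21, 27 and 31 without McSC 1, McSC 3, tumor 1 or tumor 2. The 10 that did not pass limma over all 5 libraries were Dct, Gfap, Kitl, Mitf, Mmp12, Mmp13, Nrp1, S100b, Sox10 and Tyr. The paper describes melanocytic genes as lower in tumor, and Dct, Mitf and Tyr had log2 fold changes of -3.11, -1.14 and -0.57 over the 4 libraries (adjusted p = 0.203, 0.560 and 0.690) and -4.21, -1.73 and -1.82 over all 5 (adjusted p = 0.121, 0.333 and 0.407). The paper describes melanoma markers and neuronal genes as higher in tumor, and S100b, Sox10 and Gfap had 4.66, 1.91 and 3.75 over the 4 libraries (adjusted p = 0.136, 0.545 and 0.230) and 3.81, 1.03 and 3.75 over all 5 (adjusted p = 0.142, 0.721 and 0.113). The direction of Sox10 turned without McSC 1 (-0.75) and by the Wald, exact, quasi-likelihood and likelihood ratio tests over all 5 libraries (-0.11, -0.098, -0.093 and -0.098), with 0.16 by each of the last 2 over the 4. Mcam passed over the 4 libraries (adjusted p = 0.0494) and over all 5 (0.0129), while by limma Nes, Tubb3 and Ngfr passed over all 5 (0.0113, 0.0363 and 0.0274) but not over the 4 (0.0576, 0.109 and 0.0718). The quasi-likelihood test over the 4 libraries called Nes (0.0199) and Ngfr (0.0365) higher but not Tubb3 (0.178). Limma's calls over all 5 libraries ended without McSC 1 for Mcam (adjusted p = 0.0820), Nes (adjusted p = 0.0831), Tubb3 (adjusted p = 0.152) and Ngfr (adjusted p = 0.107), without McSC 3 for Tubb3 (adjusted p = 0.0949) and Ngfr (adjusted p = 0.0783), without tumor 1 for Tubb3 (adjusted p = 0.0539) and Ngfr (adjusted p = 0.116) and without tumor 2 for Ngfr (adjusted p = 0.0844). For Kitl, Mmp12, Mmp13 and Nrp1, log2 fold changes were 3.61, 3.31, 3.22 and 5.76 over the 4 libraries (adjusted p = 0.0879, 0.379, 0.421 and 0.0925) and 3.08, 2.57, 2.87 and 4.58 over all 5 (adjusted p = 0.0704, 0.367, 0.320 and 0.122).

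DESeq2's Wald test and edgeR's exact test called Dct (4.43e-05 and 0.00375), Gfap (1.05e-05 and 8.78e-05), Kitl (0.00105 and 0.00165), Mmp13 (0.0147 and 0.0497) and Nrp1 (0.0231 and 0.0343). Gfap also passed with log2(CPM + 0.1) (0.0451) and with the filter at 10 reads (0.0489). Its log2 fold change was 1.67 without tumor 1 and 5.83 without tumor 2. Kitl also passed with the filters at 1 CPM (0.0385) and 10 reads (0.0293) and with DESeq2's size factors (0.0443). The log2 fold change of Mmp13 without tumor 2 was 5.89. Of the tests chosen after seeing the values, the likelihood ratio test called the same 5 genes as the Wald test over all 5 libraries and drops 1 of the 43 genes with a deposited FDR under 0.05. Over the 4 libraries it called Dct (0.00588), Gfap (3.76e-04), Kitl (0.00157), Mmp12 (0.00129), Mmp13 (0.00227) and Nrp1 (0.00525) and drops 2. The quasi-likelihood test over all 5 libraries called Gfap (0.0493) and Kitl (0.0461) and drops 10. Mitf, S100b, Sox10 and Tyr did not pass in any of the settings run.

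The paper places matrix metalloproteases with collagens and integrins among the most enriched genes. Their share among the DEGs did not pass (3 of 18, adjusted p = 0.0832), while those of collagens (1.32e-18) and integrins (0.0157) did, and without the fold threshold that of matrix metalloproteases passed as well (0.0412). The paper reports a neural crest gene set of the Molecular Signatures Database as enriched in tumor among differentially expressed genes ranked by fold change. That set was not at hand, and the neural crest list used here was also higher by fgsea, which ranks all measured genes by fold change (normalized enrichment score 1.77, adjusted p = 0.00336 over all 5 libraries), and by fry (0.0244), but did not pass camera (0.376 over the 4 libraries and 0.385 over all 5). Fig. 5e shows 2 McSC columns, and the deposited table holds 3.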

Other observations

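No explanation is tested in this part, and the lists and their tests were planned.

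Genes induced by MAPK signaling include feedback inhibitors of the pathway that mutant Braf drives. Of 22 such genes, limma called 1 higher and 0 lower over the 4 libraries (7 and 2 at an unadjusted p under 0.05, 3 and 1 by the quasi-likelihood test), and 5 higher (Il1rl1, Spry4, Spry2, Etv1 and Spred1) and 2 lower (Epha4 and Epha2) over all 5 (10 and 2 unadjusted, 4 and 2 by quasi-likelihood), with 1, 1, 2 and 2 higher and 0, 0, 0 and 1 lower without McSC 1, McSC 3, tumor 1 and tumor 2. The gene called over the 4 libraries was Il1rl1, the interleukin-33 receptor, which had no reads in any McSC library and 2519 and 771 CPM in tumor 1 and tumor 2, at least 9204-fold and 14204-fold higher than 3 reads over McSC 1 and McSC 3 and over all 3. Spry2, a feedback inhibitor, stood at 144 and 305 CPM in McSC 1 and McSC 3, 317 CPM in McSC 2 and 2104 and 3016 CPM in tumor 1 and tumor 2 (adjusted p = 0.0692 over the 4 libraries and 0.0144 over all 5). The call of Spry2 over all 5 libraries ended without McSC 1 (adjusted p = 0.0740), without McSC 3 (adjusted p = 0.0603), without tumor 1 (adjusted p = 0.0672) and without tumor 2 (adjusted p = 0.0804). Spry4, Spred1 and Epha4 are named after their values were seen. The list as a whole did not pass by camera (adjusted p = 0.0512 over the 4 libraries and 0.0501 over all 5, and 0.322 with an estimated correlation) or fgsea (0.101), but was higher by fry (0.0110). It also passed camera, as higher, with the filters at 1 CPM (0.0382) and 1 read (0.0403), with DESeq2's size factors (0.0426) and upper quartile (0.0482) and TMM scaling (0.0417, added after the data had been seen), with the block (0.0496) and without McSC 1 (0.0242). Camera's other values were 0.0716 with log2(CPM + 0.1), 0.0748 with the filter at 10 reads, and 0.0597, 0.201 and 0.639 without McSC 3, tumor 1 or tumor 2.

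Among 40 proliferation genes, limma called 0 higher and 0 lower over the 4 libraries (1 and 1 at an unadjusted p under 0.05, 0 and 0 by the quasi-likelihood test), and 0 higher and 0 lower over all 5 (1 and 5 unadjusted, 0 and 0 by quasi-likelihood), with 0, 0, 1 and 0 higher and 0, 0, 2 and 0 lower without McSC 1, McSC 3, tumor 1 and tumor 2. Camera placed this list lower in tumor over all 5 libraries, but not over the 4 or with an estimated correlation (adjusted p = 0.0512 over the 4 libraries and 0.0424 over all 5, and 0.557 with an estimated correlation), and neither fgsea (0.111) nor fry (0.588) did. Camera's call also ended with the filters at 1 CPM (0.0730) and 10 reads (0.0748) and without McSC 1 (0.182). For 21 Wnt target genes, limma called 0 higher and 0 lower over the 4 libraries (2 and 1 at an unadjusted p under 0.05, 0 and 0 by the quasi-likelihood test), and 0 higher and 1 lower (Apcdd1) over all 5 (1 and 3 unadjusted, 0 and 0 by quasi-likelihood), with 0, 0, 0 and 1 higher and 0, 0, 2 and 0 lower without McSC 1, McSC 3, tumor 1 and tumor 2. Their median log2 fold change was 0.051 while camera's direction was lower (adjusted p = 0.797 over the 4 libraries and 0.370 over all 5, and 0.659 with an estimated correlation). For 7 endothelin pathway genes, limma called 0 higher and 0 lower over the 4 libraries (0 and 1 at an unadjusted p under 0.05, 0 and 0 by the quasi-likelihood test), and 0 higher and 1 lower (Edn2) over all 5 (0 and 2 unadjusted, 0 and 1 by quasi-likelihood), with 0, 0, 0 and 0 higher and 0, 1, 0 and 0 lower without McSC 1, McSC 3, tumor 1 and tumor 2. The endothelin list did not pass by camera (adjusted p = 0.126 over the 4 libraries and 0.0990 over all 5, and 0.322 with an estimated correlation) or fgsea (0.111), but was lower by fry (0.0285).

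Of 15 lymphocyte and Langerhans cell markers, limma called 0 higher and 1 lower over the 4 libraries (4 and 9 at an unadjusted p under 0.05, 0 and 4 by the quasi-likelihood test), and 4 higher (Flt3, Gzmb, Cd4 and Ms4a1) and 2 lower (Cd207 and Epcam) over all 5 (4 and 8 unadjusted, 2 and 4 by quasi-likelihood), with 0, 0, 4 and 5 higher and 0, 1, 1 and 1 lower without McSC 1, McSC 3, tumor 1 and tumor 2. Cd207, the Langerhans cell lectin langerin and the gene called over the 4 libraries, stood at 162 and 509 CPM in McSC 1 and McSC 3, 71.5 CPM in McSC 2, and had no reads in either tumor (adjusted p = 0.0490 over the 4 libraries and 0.0129 over all 5). Its call over all 5 libraries ended without McSC 1 (adjusted p = 0.0928), without tumor 1 (adjusted p = 0.0735) and without tumor 2 (adjusted p = 0.0662). Camera placed the list lower over the 4 libraries but not over all 5 (adjusted p = 0.00403 over the 4 libraries and 0.0664 over all 5, and 0.532 with an estimated correlation), and over all 5 fgsea placed it lower (0.0216) and fry did not (0.571). Camera also placed it lower with the filter at 1 read (0.0403) and with the block (0.0271). Of 8 skeletal muscle markers, limma called 0 higher and 0 lower over the 4 libraries (3 and 1 at an unadjusted p under 0.05, 2 and 0 by the quasi-likelihood test), and 3 higher (Neb, Ttn and Myh4) and 1 lower (Mylpf) over all 5 (4 and 1 unadjusted, 2 and 1 by quasi-likelihood), with 0, 0, 3 and 4 higher and 0, 0, 1 and 1 lower without McSC 1, McSC 3, tumor 1 and tumor 2. Of 5 adipocyte markers, limma called 0 higher and 0 lower over the 4 libraries (2 and 0 at an unadjusted p under 0.05, 0 and 0 by the quasi-likelihood test), and 1 higher (Cidec) and 0 lower over all 5 (3 and 0 unadjusted, 0 and 0 by quasi-likelihood), with 0, 0, 1 and 2 higher and 0, 0, 0 and 0 lower without McSC 1, McSC 3, tumor 1 and tumor 2. Of 3 erythroid markers, limma called 0 higher and 0 lower over the 4 libraries (0 and 0 at an unadjusted p under 0.05, 0 and 0 by the quasi-likelihood test), and 0 higher and 0 lower over all 5 (1 and 0 unadjusted, 0 and 0 by quasi-likelihood), with 0, 0, 0 and 2 higher and 0, 0, 0 and 0 lower without McSC 1, McSC 3, tumor 1 and tumor 2. By camera the muscle, adipocyte and erythroid lists did not pass over all 5 libraries (adjusted p = 0.365, 0.0799 and 0.254), while fry placed the muscle and adipocyte lists higher (0.00102 and 0.0157). Flt3 and Ms4a1 are named after their values were seen.

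Of 32 dissociation and stress genes, limma called 0 higher and 0 lower over the 4 libraries (2 and 8 at an unadjusted p under 0.05, 1 and 2 by the quasi-likelihood test), and 2 higher (Hsph1 and Cebpd, the latter named after its values were seen) and 6 lower over all 5 (2 and 10 unadjusted, 1 and 3 by quasi-likelihood), with 1, 1, 2 and 1 higher and 0, 3, 5 and 3 lower without McSC 1, McSC 3, tumor 1 and tumor 2. The list was lower in tumor by camera (adjusted p = 7.24e-04 over the 4 libraries and 9.85e-04 over all 5, and 0.133 with an estimated correlation). For 27 MHC class I and interferon genes, limma called 0 higher and 0 lower over the 4 libraries (3 and 3 at an unadjusted p under 0.05, 0 and 1 by the quasi-likelihood test), and 0 higher and 3 lower (Psmb8, B2m and H2-K1) over all 5 (0 and 4 unadjusted, 0 and 2 by quasi-likelihood), with 0, 0, 0 and 0 higher and 0, 2, 1 and 2 lower without McSC 1, McSC 3, tumor 1 and tumor 2. Their median log2 fold change was 0.048 while camera's direction was lower (adjusted p = 0.371 over the 4 libraries and 0.0664 over all 5, and 0.482 with an estimated correlation), a call that passed with the block (0.0271) and without McSC 1 (0.0484), McSC 3 (0.0343) or tumor 2 (0.0197). Among 49 ribosomal protein genes, limma called 0 higher and 0 lower over the 4 libraries (0 and 17 at an unadjusted p under 0.05, 0 and 5 by the quasi-likelihood test), and 0 higher and 14 lower over all 5 (0 and 19 unadjusted, 0 and 12 by quasi-likelihood), with 0, 0, 0 and 0 higher and 0, 3, 3 and 5 lower without McSC 1, McSC 3, tumor 1 and tumor 2. This list was lower in tumor by camera (adjusted p = 9.36e-07 over the 4 libraries and 2.35e-06 over all 5, and 0.248 with an estimated correlation). The 15 mitochondrially encoded genes looked for are not in the deposited table.

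Genes of the 5 clusters of the paper's single cell analysis, 200 a cluster in Supplementary Data 1, were looked up in the bulk libraries. Over the 4 libraries 42 of 184 measured genes of cluster 5 rose, and over all 5 libraries 106 rose and 7 fell (29, 52, 82 and 84 rose without McSC 1, McSC 3, tumor 1 and tumor 2). Camera placed cluster 5 higher (adjusted p = 1.09e-15 over the 4 libraries, 3.21e-17 over all 5, 0.0268 with an estimated correlation, and 6.47e-20 to 1.63e-06 when 1 library was left out). For clusters 1, 2, 3 and 4, the genes that limma called higher and lower over the 4 libraries were 0 and 1, 8 and 0, 0 and 0, and 9 and 0 (17 and 43, 65 and 32, 11 and 18, and 69 and 25 at an unadjusted p under 0.05, 3 and 7, 23 and 7, 0 and 1, and 28 and 3 by the quasi-likelihood test). Over all 5 libraries they were 7 and 30 of 178, 34 and 21 of 189, 7 and 11 of 189, and 46 and 16 of 188. Limma's counts for these 4 clusters were 0 and 0, 2 and 0, 0 and 0, and 4 and 0 without McSC 1 (15 and 51, 51 and 31, 11 and 18, and 62 and 23 unadjusted) and 2 and 2, 10 and 3, 0 and 1, and 13 and 3 without McSC 3 (19 and 49, 53 and 35, 14 and 29, and 64 and 31 unadjusted), with no count by another tool. They were 4 and 9, 20 and 12, 4 and 11, and 23 and 9 without tumor 1 and 6 and 12, 23 and 14, 2 and 8, and 27 and 9 without tumor 2. Camera placed cluster 1, that of McSCs, and cluster 3 lower (9.41e-05 and 0.00410 over the 4 libraries, 3.61e-05 and 0.00124 over all 5, and 0.283 and 0.370 with an estimated correlation), while clusters 2 and 4 did not pass with camera (0.465 and 0.0648 over the 4 libraries, 0.772 and 0.0685 over all 5). Both of these were higher by fgsea (3.58e-07 and 3.35e-07) and by fry (0.0396 and 0.00619), and cluster 3 was lower by fgsea (6.90e-04) but did not pass fry (0.304). Cluster 4 also passed camera, as higher, with the filter at 1 CPM (0.0303), DESeq2's size factors (0.0458), the replicate block (0.0278), TMM scaling, which was added after the data had been seen (0.0489), and without McSC 1 (0.0283) or McSC 3 (0.0399). It did not with an estimated correlation (0.370), without tumor 1 (0.210) or without tumor 2 (0.654, in the direction of lower). Of the 40 proliferation genes 33 are among the genes of cluster 3, and of the 24 melanocytic genes 9 are among those of cluster 1.

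Sex-linked genes differed between libraries of the same group and, for Y-linked genes over the 4 libraries, between the groups. Xist, expressed from the inactive X chromosome of females, stood at 396 and 409 CPM in McSC 1 and McSC 3, 31.2 CPM in McSC 2 and 456 and 79.0 CPM in tumor 1 and tumor 2. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty stood at 162, 82.4, 8.48 and 28.0 CPM in McSC 2 and at 0.193 CPM or less in McSC 1 and McSC 3. In the same order they stood at 99.2, 18.4, 1.61 and 20.4 CPM in tumor 1 and at 50.9, 34.2, 16.9 and 14.9 CPM in tumor 2. Both tumor libraries and McSC 2 thus held Xist together with Y-linked transcripts, which points to RNA of male and of female cells in each. Over the 4 libraries, a sex difference thus cannot be told apart from the difference between McSC and tumor. The paper gives the recipients as female and its mice otherwise as of both sexes, and lists Xist, but no Y-linked gene of these 4, among the genes of cluster 5.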
